# Oral 8-aminoguanine against age-related retinal degeneration

**DOI:** 10.21203/rs.3.rs-4022389/v1

**Published:** 2024-05-06

**Authors:** Yuanyuan Chen, Abhishek Vats, Yibo Xi, Amanda Wolf-Johnston, Owen Clinger, Riley Arbuckle, Chase Dermond, Jonathan Li, Donna Stolze, José-Alain Sahel, Edwin Jackson, Lori Birder

## Abstract

Visual decline in the elderly is often attributed to retinal aging, which predisposes the tissue to pathologies such as age-related macular degeneration. Currently, effective oral pharmacological interventions for retinal degeneration are limited. We present a novel oral intervention, 8-aminoguanine (8-AG), targeting age-related retinal degeneration, utilizing the aged Fischer 344 rat model. A low-dose 8-AG regimen (5 mg/kg body weight) via drinking water, beginning at 22 months for 8 weeks, demonstrated significant retinal preservation. This was evidenced by increased retinal thickness, improved photoreceptor integrity, and enhanced electroretinogram responses. 8-AG effectively reduced apoptosis, oxidative damage, and microglial/macrophage activation associated with aging retinae. Age-induced alterations in the retinal purine metabolome, characterized by elevated levels of inosine, hypoxanthine, and xanthine, were partially mitigated by 8-AG. Transcriptomics highlighted 8-AG’s anti-inflammatory effects on innate and adaptive immune responses. Extended treatment to 17 weeks further amplified the retinal protective effects. Moreover, 8-AG showed temporary protective effects in the *Rho*^*P23H/+*^ mouse model of retinitis pigmentosa, reducing active microglia/macrophages. Our study positions 8-AG as a promising oral agent against retinal aging. Coupled with previous findings in diverse disease models, 8-AG emerges as a promising anti-aging compound with the capability to reverse common aging hallmarks.

## Introduction

Aging, an intrinsic, programmed biological process inherent to all living organisms, is characterized by a continuum of morphological and functional transformations within organ systems, which are evident even during healthy aging. Notably, oxidative damage and chronic inflammation stand out as primary factors that either precipitate or exacerbate the aging process (1). The quest for a treatment to prevent or reverse aging has been a constant endeavor that can be traced back to the earliest civilizations (2). With the prolongation of the human lifespan in recent decades, the demand for medical interventions addressing age-associated disorders has increased significantly. Targeting the molecular underpinnings of aging and developing integrative therapies to decelerate or reverse the aging process across various organ systems are emerging as promising approaches to combat age-related diseases.

Declined vision is a common health issue among the elderly. Beyond the optic changes of the aging eye, the neural retina grows thinner with age. It has been reported that rods in the central retinal area decrease by 30% from the third to the ninth decade of life in humans (3, 4), a change accompanied by a functional decline in rod performance as evidenced by a more rapid decline of peripheral visual sensitivity, delayed dark adaptation and decreased electroretinogram (ERG) a- and b-waves. Age-related loss of retinal ganglion cells (RGCs) is proportional to the loss of rods, leading to a constant rod:RGC ratio with aging. Interestingly, cone densities in the fovea — which are critical for central vision and visual acuity — remain unchanged from the ages between the twenties and nineties. However, in the pathological context of age-related macular degeneration (AMD), pericentral rods followed by foveal cones are predominantly affected (5, 6). AMD is a complex condition influenced by both environmental and genetic factors, with age being the primary non-modifiable risk factor that significantly influences disease progression. The incidence of AMD quadruples with each passing decade after 55 years of age (7). Hence, the age-related changes in the normal retina must be considered to understand the role of aging in AMD. In addition to the progressive loss of rods and RGCs, age-related retinal changes also include alterations of Bruch’s membrane (8, 9), accumulation of autofluorescent and electron-dense lipofuscin granules in the retinal pigment epithelium (RPE) (10–12), and the chronic elevation of adaptive and innate inflammatory processes, called para-inflammation (13, 14). In response to age-related oxidative and metabolic cell stress, characterized by the activation of residential microglia and myeloid-derived macrophages as well as the complement pathway, dysregulation of para-inflammation may precipitate pathological conditions.

Purine metabolism is crucial for the well-being of terminally differentiated neurons as purine metabolites are carriers of energy (ATP and GTP), building blocks for DNA and RNA biosynthesis, secondary messengers (cAMP and cGMP), coenzymes (NAD and NADP), and signaling molecules for purine receptors. In mammals, purine nucleotides are generated mainly via the *de novo* purine biosynthesis pathway and the purine salvage pathway (15), the latter being particularly significant for the brain and heart which require rapid regeneration of these molecules due to their high energy demands.

The purine salvage pathway mediates recycling of inosine and guanosine and requires purine nucleoside phosphorylase (PNPase) to convert inosine to hypoxanthine and guanosine to guanine, which in turn are substrates for hypoxanthine-guanine phosphoribosyltransferase (HGPRT) to regenerate purine nucleotides (16). An alternative to the HGPTR pathway is the conversion of guanine to xanthine by guanine deaminase and the oxidation of hypoxanthine to xanthine by xanthine oxidase (XO); both pathways lead to uric acid formation via XO-mediated oxidation of xanthine (Fig. 1A). Because XO-catalyzed reactions generate reactive oxygen species, for example, H_2_O_2_, PNPase-mediated accumulation of hypoxanthine and xanthine may promote oxidative tissue damage. In addition, PNPase activity reduces inosine and guanosine levels, thus altering the balance between inosine-guanosine (which exert antioxidant, anti-inflammatory and tissue-protective effects (17–23) versus hypoxanthine-xanthine (which promote oxidative stress). This balance may be a key determinant of postmitotic retinal health. Notably, such an imbalance in purine metabolomic balance is evident in brain injuries such as stroke, characterized by depleted ATP and accumulated xanthine and uric acid (15, 24). Nonetheless, the significance of changes in retinal purine levels during aging remains poorly understood.

Emerging evidence suggests that rebalancing the purine metabolome by inhibiting PNPase provides health benefits and tissue-protective effects in multiple organ systems and diseases. Recently, Jackson et al. discovered that in rats 8-aminoguanine (8-AG), an endogenous PNPase inhibitor (25), promotes diuresis, natriuresis and glucose excretion and attenuates salt-induced hypertension (26, 27). These beneficial renal and cardiovascular effects of 8-AG are due at least in part to the inhibition of PNPase (28), leading to elevated inosine levels in the kidney (29), which in turn activate adenosine A_2B_ receptors (29), thereby increasing renal medullary blood flow (29). This increase may mediate, in part, the effects of 8-AG on renal excretion of sodium, glucose and water, and may mediate, in part, the antihypertensive effects of 8-AG. As recently reviewed (30), Jackson and coworkers also showed that oral administration of 8-AG, and/or its prodrug 8-aminoguanosine (27), prevents strokes and extends lifespan in Dahl SS rats on a high-salt diet, attenuates progression of pulmonary hypertension and improves outcomes in animal models of the metabolic syndrome and sickle cell disease.

The above findings motivated our recent investigation of the anti-aging/reverse-aging effects of PNPase inhibition in the bladder (31) and urethra (32). In these studies, we observed that 8-AG reverses age-associated bladder and urethral abnormalities in aged Fischer 344 (F344) rats. Most notably, in aged F344 rats 8-AG effectively restored the lower urinary tract to a youthful and healthier cellular, structural, and functional state (31, 32).

The F344 rat is a widely used model for studying aging-related effects across various organ systems. Age-related abnormalities in this strain include reduced locomotor activity (33), progressive hearing loss (34), cognitive decline (35), nephropathy, fibrous tissue accumulation in the heart (36), impaired lower urinary tract function (37, 38), and retinal degeneration (39–42). Thus, we considered investigating further the anti-aging/reverse-aging effects of 8-AG in other age-associated diseases, with a focus on retinal degeneration.

F344 rats experience progressive age-related retinal thinning and light-induced retinal degeneration (39–42). Photoreceptor loss starts at the peripheral ends at 12–18 months of age, and as the animal ages the thinning of the outer nuclear layer (ONL) extends to the central retinae. Similarly, there is a reduction in inner retinal neurons, including those in the inner nuclear layer (INL) and RGC layer. In addition, aging also causes axon loss in the optic nerve of these rats (42). While the rodent model is not ideal for studying AMD due to the absence of a cone-enriched area in their retinae, the F344 rat provides a valuable model for studying age-associated retinal neuron loss and assessing potential therapies aimed at reversing age-related retinal degeneration. Here, we present our findings that inhibiting PNPase with 8-AG ameliorates oxidative damage, reduces retinal immune responses and slows the progression of retinal degeneration in this rat model of retinal aging.

## Results

### Treatment regimen.

To assess 8-AG’s effect on age-related retinal degeneration, we administered 5 mg/kg/day of 8-AG to 22-month-old F344 rats via drinking water over 8 weeks. We observed that 8-AG remains stable in water at room temperature for up to 3 days (Fig. 1B), allowing for consistent daily dosing through daily water replacement with fresh 8-AG solution. We evaluated the efficacy, safety, and mechanism of action of 8-AG through ERG and endpoint assessments as illustrated in Fig. 1C.

### 8-AG improves the function of aged rat retinae.

We recorded scotopic and photopic ERGs at baseline and after 8 weeks of treatment in the aged rats. Aged rats showed substantially lower scotopic and photopic ERG responses than young ones, indicating diminished rod and cone functions (Supplementary Figure S1). From 22 to 24 months of age, control rats showed stable scotopic a- and b-waves (Fig. 2A&B) but decreased photopic responses (Fig. 2C). In contrast, 8-AG treated animals showed a left-shift of scotopic a-wave response curve (*P* < 0.0001, Fig. 2D) and increased scotopic b-wave responses (*P* < 0.0001, Fig. 2E). Scotopic a- and b-wave responses to 0.1 cd.s/m^2^ flashes increased from 30 and 164 μV to 57 and 274 μV, respectively (*P* < 0.0001 and < 0.01, Fig. 2D&E), indicating improved rod photosensitivity and function during the treatment period. Photopic b-wave responses of the 8-AG treated animals decreased similarly to controls (P < 0.001, Fig. 2C&F). After 8 weeks, 8-AG treated animals had significantly higher scotopic a- and b-wave responses than the water-treated control group (*P* = 0.0002 and < 0.0001; Fig. 2G and 2H, respectively), but similar photopic responses (Fig. 2I). Thus, 8-AG treatment for eight weeks enhanced, rather than merely preserved, the rod functions in aged F344 rats, without notably affecting cones.

### 8-AG improves the structure of aged rat retinae.

After an 8-week 8-AG regimen, we conducted histological analysis on the retinae (Figs. 3A and S2). The untreated aged rats, as compared to young rats, showed notable age-related thinning, reduced nuclei in the ONL, diminished outer and inner segment (OS + IS) layers, and fewer nuclei in RGC layer (Fig. 3A–E). The most severe degeneration occurred in the superior peripheral region, with a complete loss of photoreceptor layers in some of the aged retinae (Fig. 3A–D). Conversely, the 8-AG treated animals showed significantly thicker retinae (*P* < 0.01), higher ONL cell count (*P* < 0.0001), thicker OS + IS layer (*P* < 0.001), and increased cells count in the RGC layer (*P* < 0.001), compared to untreated controls (Fig. 3A–E). Particularly, 8-AG preserved the ONL at the peripheral ends, which was absent in some control retinae (Fig. 3A). The histological data indicate that 8 weeks of oral 8-AG initiated at 22 months of age provides highly effective protection against age-related retinal degeneration in F344 rats.

### 8-AG reduces cell death and apoptosis in aged rat retinae.

We assessed retinal cell death by the terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL assay) (Figs. 4A&B and S3) and caspase-3 cleavage via immunoblotting (Figs. 4C&D and S4). Even healthy young retinae had some TUNEL^+^ cells in the INL and RGC layer. Aged retinae had over double the TUNEL^+^ cells compared to young ones (P < 0.001), but 8-AG treatment reduced TUNEL^+^ cells to levels close to young retinae (Fig. 4A&B, P < 0.01 comparing 8-AG vs. aged). Caspase-3 cleavage, a key apoptotic event, initiates a caspase cascade leading to programmed cell death (43). Immunoblotting revealed aging doubled the cleaved-to-intact caspase-3 ratio; 8-AG treatment reduced this ratio by 1.5-fold (Figs. 4C&D and S4), indicating it lowers age-related retinal apoptosis. These data indicates that oral 8-AG is safe and decreases cell death in aged retinae.

### 8-AG rescues rhodopsin level in rod photoreceptors and preserves cones.

As we observed that 8-AG increased the rod function (Fig. 2D,E,G,and H) and rescued the length of OS + IS layers (Figs. 3A&D and S2) in the aged F344 rat retinae, we then investigated if 8-AG affects the level of rhodopsin (RHO), the most abundant phototransduction components in rods ( Figs. 5, S5 and S6). RHO levels decreased considerably in the aged retinae compared to young controls, shown by both immunohistochemistry (IHC) (Fig. 5A&B, *P* < 0.0001) and immunoblots (Fig. 5C&D, over 3-fold decrease, *P* < 0.01). 8-AG treatment markedly increased RHO levels, over 2-fold compared to the control (*P* < 0.01 and < 0.05 in Fig. 5B and D, respectively). However, 8-AG treatment did not significantly increase other phototransduction components, such as ARRESTIN1 and PDE6B, in the aged rat retinae (Supplementary Figures S7 and S8). These findings suggest that 8-AG reverts the rods from a senescence-like state to a healthier and functional state, characterized by the restored OS + IS morphology, RHO levels, and rod function.

While 8-AG didn’t improve cone function within the 8 weeks treatment period (Fig. 2), a significant higher number of cones in the inferior retinae of 8-AG-treated aged rats were observed (Figs. 5E&F and S9), indicating some degree of cone protection.

### Oral 8-AG reduces oxidative damage in Fischer 344 rats.

To investigate if 8-AG reverses aging-associated oxidative damage, we used IHC to assess malondialdehyde (MDA) level for lipid oxidation, 8-hydroxy-2’-deoxyguanosine (8-OHdG) for DNA oxidation (44, 45), and a mitochondria marker, translocase of outer mitochondrial membrane 20 (TOMM20), in young (3 m), aged (24 m) and 8-AG treated aged Fischer 344 rat retinae (Fig. 6). Aged retinae exhibited increased MDA level, especially in the RGC layer (Figs. 6A–C, S10, P < 0.0001). 8-AG did not alter overall retinal MDA levels but significantly decreased MDA staining in the RGC layer (Figs. 6A–C, S10, P < 0.05), suggesting 8-AG protects RGCs specifically from lipid peroxidation. No obvious difference was observed in MDA staining in photoreceptor OS, ONL, and INL layers. Perhaps, the potential reason that the lipid-enriched photoreceptors OS layer is more resistant to lipid oxidation may be due to its continuous renewal and phagocytosis of OS tips by the RPE cells.

Moreover, while we noted marginal increases in 8-OHdG in aged retinae, implying minimal DNA oxidative damage, 8-AG significantly reduced 8-OHdG in photoreceptor IS, INL, and RGC layers (Figs. 6D–G and S11), indicating mitigated DNA oxidation. No significant change in TOMM20 was observed with 8-AG treatment (Figs. 6D&H and S11). Thus, 8-AG exhibits potent antioxidant effects in the neural retina, reducing RGC lipid oxidation and DNA oxidation in photoreceptor mitochondria and nuclei of inner retinal neurons. We noticed that the ONL is free of 8-OHdG staining, suggesting little oxidative damage to the chromosomal DNA of photoreceptor cells, potentially due to the condensed form of chromatin.

### 8-AG treatment reduces the number of injury-induced Müller glia and microglia in rat retina.

Glial cells play a supportive role in maintaining the structural and functional stability of the central nervous system (CNS) (46). Müller glia and microglia are activated in response to retinal neuron stress. We immunostained F344 rat retinae for activated Müller glia with glial fibrillary acidic protein (GFAP, Figs. 7A&B, S12) and for phagocytic macrophage/microglia with cluster of differentiation 68 (CD68) and ionized calcium binding adaptor molecule 1 (IBA1, Figs. 7C–F, S13, and S14). Aged retinae had increased number of GFAP^+^ filaments throughout, which 8-AG reduced in central and equatorial regions (Figures. 7A&B, S12, P < 0.01), but not in severely degenerated peripheries. Similarly, 8-AG reduced CD68^+^ and IBA1^+^ cell numbers that were elevated in the untreated aged rat retinae, indicating its anti-inflammatory effects (Figures. 7C–F, S13 and S14, P < 0.0001). Notably, all CD68^+^ cells were IBA1^+^, but not vice versa, suggesting distinct macrophage subpopulations. Collectively, we show that age-related increases of activated Müller glial filaments and macrophage/microglia were effectively reduced by 8-AG treatment, suggesting its potential in mitigating age-related retinal inflammation.

### Age-related accumulation of autophagosomes is reduced by 8-AG treatment.

Transmission electron microscopy (TEM) of retinal cross-sections taken at the central and peripheral areas of the retinae of young, aged and 8-AG-treated aged rats (Fig. 8 and Supplementary Data File 1) revealed more severe structural damage in the peripheral retina of aged rats. These damages include swollen mitochondria (marked with “*”), abundant electron-dense phagosomes (marked with “ ”), disorganized photoreceptor OS membranes, and fragmented inner segment (IS) mitochondria, as compared to the central region (Fig. 8A–R). Notably, IS diameter increased with age (Fig. 8G,H,P,Q), whereas the OS diameter was stable (Fig. 8D,E,M,N). 8-AG significantly reduced the age-related accumulation of the phagosomes in RPE (Fig. 8S), with no effects on the number and morphology of mitochondria in the RPE and IS (Fig. 8T). This result suggests that 8-AG treatment restored RPE phagocytosis flux which was compromised by aging.

### Transcriptome of 8-AG treated retina shows downregulation of immune and stress responses.

To explore the molecular changes caused by aging and 8-AG treatment, we isolated retinae and RPE/choroids from young, aged and 8-AG treated aged rats (8 weeks treatment) and performed bulk RNA-Seq (Figure S15, Supplementary Data Files 2–5, and GEO accession number GSE254123). 

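Bulk RNA-seq gave 18 libraries from female rats, 9 of retina and 9 of RPE/choroid, with 3 libraries each from young, aged and 8-AG-treated aged rats in each tissue. Aged rats were 24 months old, and young rats are 3 months old in the paper's figure legends and 4 months old in Fig. 11O and the sample labels. 8-AG was given in drinking water at 5 mg/kg/day for 8 weeks. For each retina library the authors deposited RSEM expected counts, which estimate how many reads came from each gene, and these were rounded to whole numbers here. For each RPE/choroid library they deposited raw read counts per gene, and neither kind of count had been normalized. The retina libraries held 12283458 to 15644346 counts, with a median of 13739303 in young, 14029827 in aged and 12553071 in 8-AG-treated rats. The RPE/choroid libraries held 28573828 to 48203050 counts, with a median of 36799399 in young, 29433590 in aged and 35963653 in 8-AG-treated rats. The paper's text does not name the aligner, the counting program or the test behind its DEGs. Here each comparison was fitted to the 6 libraries of its own pair of groups with edgeR's quasi-likelihood F-test, after edgeR's expression filter and TMM normalization. A gene was called a DEG by the paper's rule, a fold change over 1.5 with an unadjusted P under 0.05, and the number of genes with a Benjamini-Hochberg adjusted p under 0.05 is given beside it. Log2 fold changes are positive where the first-named group is higher, and levels are given in CPM, counts scaled to the TMM-corrected total of their library, as mean ± SD of 3 libraries. The tissues were counted and normalized separately. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1, so single genes are also described by whether the groups overlap, and chance alone separates the groups for 10% of genes. The sample labels give polyA RNA for 15 libraries and total RNA for the 3 libraries of 8-AG-treated retina, while the deposited protocol describes poly-A capture for all of them. Histone and small non-coding transcripts without a poly-A tail, 8 of which passed the filter, had log2 fold changes from -0.46 to 0.12 in 8-AG-treated against aged retina, with a median of -0.23. Young RPE/choroid libraries 1 and 2 share a label number and differ in a letter, L or R, as do aged RPE/choroid libraries 1 and 2, and the labels do not say whether these are both eyes of one rat.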

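In the retina, 14588 genes passed the expression filter in the comparison of aged with young rats, and 941 were higher and 348 lower in aged rats by the rule of fold change and P. At an adjusted p under 0.05 there were 2122 genes, 1063 higher and 1059 lower, a number that fell to 1245 without young library 2. Of the alternatives that left out no library, testing without the filter changed the total of DEGs by the largest number, to 1215 higher and 424 lower. Among genes with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between the groups, the largest increases were those of Mx1, Cxcl10 and Lad1. Mx1 (ENSRNOG00000001959) rose from 0.512 ± 0.223 to 12.9 ± 4.83 CPM, a log2 fold change of 4.63 (standard error 0.38, adjusted p = 2.5e-04). For Cxcl10 (ENSRNOG00000022256) the log2 fold change was 4.44 (standard error 0.60, adjusted p = 0.0022), and for Lad1 (ENSRNOG00000009144) it was 4.36 (standard error 0.52, adjusted p = 0.0013). The largest decreases were those of Egr1, Crygd and Bfsp1. Egr1 (ENSRNOG00000019422) went from 798 ± 479 to 17.6 ± 9.39 CPM, a log2 fold change of -5.51 (standard error 0.90, adjusted p = 0.029). Crygd (ENSRNOG00000032219), at -3.92 (standard error 0.73, adjusted p = 0.012), and Bfsp1 (ENSRNOG00000005707), at -2.91 (standard error 0.54, adjusted p = 0.012), encode lens proteins, and the Crygd value was -3.05 without young library 1.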

A total of 293 upregulated and 814 downregulated differentially expressed genes (DEGs) were identified, comparing the aged vs young retina, with over 1.5-fold difference and *P* < 0.05 (Supplementary Data File 2). Gene ontology (GO) pathway analysis showed that upregulated genes in aged retinae were associated with stress responses like JAK-STAT, MAPK, and ERK cascades, axon injury response, and defense mechanisms (Fig. 9A). Retina cell remodeling and stress in the aged retina is also reflected by the activation of pathways including actin filament polymerization, response to tumor necrosis factor, cellular response to amino acid starvation, and cellular oxidation detoxification (Fig. 9A). Importantly, aged retinae showed upregulation of genes involved in the pro-inflammatory signaling and production of pro-inflammatory cytokines (Fig. 9A, complement activation, response to interferons-alpha, -beta, and - gamma, NF-kappaB signaling, response to cytokines, positive regulation of chemokines, interleukin-1 beta (IL1b), IL-6 and IL10). 

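The response to interferons was measured with a list of 27 interferon response genes, 26 of which were found by name and 20 of which were at 1 CPM or more in young retina. None of them is named singly by the paper. All 26 were higher in aged retina, with a median log2 fold change of 2.23 and a range from 0.28 to 4.63. Tested as a set with limma's camera, which presets the correlation between genes at 0.01, the list had an adjusted p of 9.5e-52 over the marker gene lists of this comparison. The summed level of its genes was 158 ± 11.8 CPM (SD, n = 3) in young and 510 ± 99.6 CPM (SD, n = 3) in aged retina, and every aged library lay above every young one. With each library left out in turn, the median stayed between 2.10 and 2.36. Between aged and young retina, 6 marker lists had an adjusted p under 0.05 with camera, and of these the interferon, microglia and rod lists also did with fry. The interferon list had an adjusted p of 0.0073 with fry and 0.081 with camera and a correlation estimated from the data, the alternative that moved the list tests most, under which 0 lists passed.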

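Immune cell lists gave different results in aged against young retina. A list of 12 microglia and macrophage genes, of which 10 passed the expression filter and 3 are also named by the paper from these libraries, had a median log2 fold change of 1.97 (camera, adjusted p = 3.3e-17; fry, adjusted p = 0.023). All 10 genes were higher, and the median was 1.56 without aged library 2. Their summed level rose from 44.7 ± 1.21 to 150 ± 41.4 CPM, with every aged library above every young one. Of 11 neutrophil genes, 7 were found by name and 2 passed the filter, 1 higher and 1 lower, with a median log2 fold change of 0.50 (camera, adjusted p = 0.77). The summed level of the neutrophil genes was 2.33 ± 0.386 CPM in young and 3.87 ± 1.58 CPM in aged retina. Of 12 T and B cell genes, 11 were found by name and none passed the filter, so no test was made for them. Summed, they were at 1.34 ± 0.133 CPM in young and 2.29 ± 0.227 CPM in aged retina, and the groups did not overlap.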

Consequentially, biological pathways (BPs) related to the activation of immune cells were observed to be significantly upregulated (Fig. 9A, the activation of microglial cell, T cell, neutrophil, leukocyte, macrophage, B cells and upregulation of phagocytosis and autophagy). Finally, the upregulation of innate and adaptive immune responses were identified supporting the inflammatory environment in the aged retinae. The upregulation of MHC class II antigens, expressed only on the antigen-presenting cells (APCs), suggests the infiltration of immune cells in the aged retinae. 

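Of 11 MHC class II genes, which include the rat RT1-B and RT1-D genes, Cd74 and Ciita, 9 passed the expression filter and 6 were at 1 CPM or more in young retina. In aged against young retina 7 were higher and 2 lower, with a median log2 fold change of 2.84 (camera, adjusted p = 0.0051; fry, adjusted p = 0.17; camera with an estimated correlation, adjusted p = 0.48). Their summed level was 31.2 ± 2.03 CPM (SD, n = 3) in young retina and 108 ± 99.9 CPM (SD, n = 3) in aged retina, where library 2 was at 224 CPM and the others at 53.2 and 47.9 CPM. Without aged library 2, the median log2 fold change was 1.98. Cd74 (ENSRNOG00000018735) had a log2 fold change of 5.21 (adjusted p = 0.093), with 10.8 to 95.0 CPM in the aged libraries and 0.748 to 1.46 CPM in the young ones. RT1-Da (ENSRNOG00000032844) had a log2 fold change of 5.70 (adjusted p = 0.11) and RT1-Db1 (ENSRNOG00000033215) one of 6.08 (adjusted p = 0.094). Of the genes that rose, only RT1-DMb (ENSRNOG00000051002), at 1.89 (adjusted p = 0.0070), had an adjusted p under 0.05. Ciita (ENSRNOG00000002659), the regulator of these genes, was lower, at -0.83 (adjusted p = 0.0059), and RT1-DOa was at -0.68 (adjusted p = 0.11). Reads of the RT1 genes could have been split between paralogs in counting, so their single values are less certain than their sum.

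**Figure D1:**
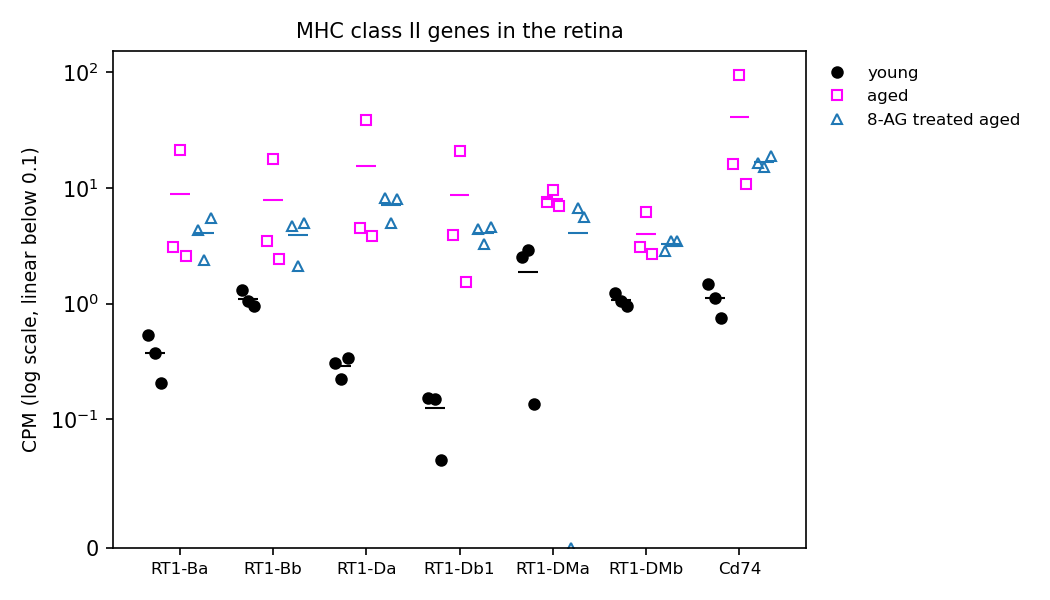
Level of MHC class II genes (CPM, y axis) in each retina library of young (black circles), aged (magenta squares) and 8-AG-treated aged rats (blue triangles), with lines at the group means. The axis is linear below 0.1 CPM and logarithmic above. Aged library 2 holds 38.3 CPM of RT1-Da, against 4.50 and 3.81 CPM in the other aged libraries.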

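The complement genes C1s, C2, C3, C4a, C4b, C1r, Cfi and C1rl were each tested in aged against young retina. All 8 were higher in every aged library than in every young library, and all 8 were DEGs by the rule. Adjusted over the paper's list alone all 8 had an adjusted p under 0.05, and adjusted over all genes tested all 8 did; since the paper chose the list on these libraries, the first count is not independent evidence. C3 (ENSRNOG00000046834) rose from 20.7 ± 2.67 to 115 ± 48.6 CPM, a log2 fold change of 2.48 (standard error 0.38, adjusted p = 0.020). C4a (ENSRNOG00000000443) rose from 13.4 ± 0.406 to 128 ± 40.5 CPM, at 3.26 (standard error 0.27, adjusted p = 0.0027). C4b (ENSRNOG00000030729), a paralog with which C4a could have shared reads in counting, was at 2.88 (standard error 0.53, adjusted p = 0.015). C1s (ENSRNOG00000011971) was at 2.84 (standard error 0.24, adjusted p = 0.0010), and C1r, C2 and C1rl were between 1.57 and 1.78, C2 with the highest adjusted p of the list, 0.043. Cfi (ENSRNOG00000053400) was near the lower limit of detection in young retina, with 2, 1 and 0 counts in the 3 libraries, and had a log2 fold change of 4.14 (standard error 0.58, adjusted p = 0.0016), which was 5.03 without young library 1 and 3.55 without young library 3. Under other normalizations, filters and models these 8 genes stayed DEGs wherever they were tested, with adjusted p-values of up to 0.083 for C2 and 0.088 for C4b.

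**Figure D2:**
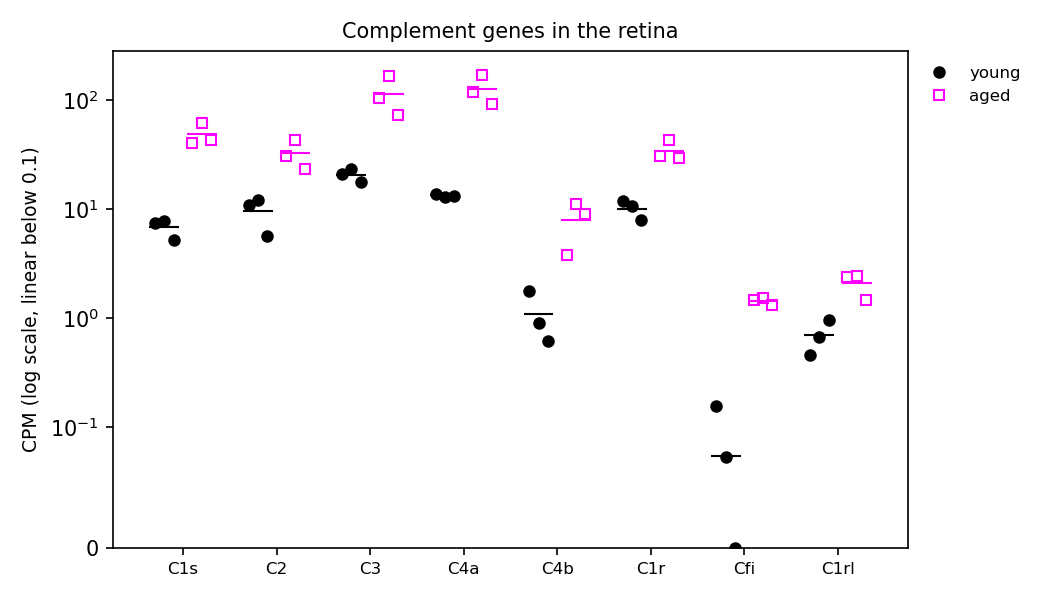
Level of 8 complement genes (CPM, y axis) in each library of young (black circles) and aged retina (magenta squares), with lines at the group means. The axis is linear below 0.1 CPM and logarithmic above. The groups do not overlap for any of the 8 genes, and Cfi lies lowest, at 0.0764 ± 0.0771 CPM in young and 1.44 ± 0.112 CPM in aged retina.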

Among the DEGs, upregulation of complement factors including C1s, C2, C3, and C4a, C4b, C1r, Cfh, Cfi, C1rl, was seen in the aged retinae (Supplementary Data File 2). Activation of the complement system is a significant factor contributing to age-related macular degeneration. 

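Transcripts of glial markers were low in young retina except for Gfap. Gfap (ENSRNOG00000002919) went from 26.5 ± 6.21 CPM in young to 303 ± 123 CPM in aged retina, a log2 fold change of 3.52 (standard error 0.40, adjusted p = 0.0087), with adjusted p-values of up to 0.064 under the other normalizations, filters and models. Aif1 (ENSRNOG00000000853) went from 1.98 ± 0.431 to 8.36 ± 2.97 CPM, at 2.08 (standard error 0.29, adjusted p = 0.0016). Both were higher in every aged library than in every young one. Cd68 (ENSRNOG00000037563) had 3, 4 and 1 counts in the young libraries and 20, 31 and 10 in the aged ones, or 0.200 ± 0.119 and 1.41 ± 0.655 CPM, and did not pass edgeR's expression filter, so it was not tested in the main comparison. Without the filter its log2 fold change was 2.79 (adjusted p = 0.0016), and with DESeq2 it was 2.83 (adjusted p = 0.0090).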

In agreement with the immunostaining data, we observed upregulated expression of the markers activated microglia/macrophages, Cd68 and Aif1 (encoding IBA1), as well as the marker of activated Müllar glia, Gfap, in the aged retina (Supplementary Data File 2). 

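Photoreceptor transcripts were measured with 2 marker lists in aged against young retina. Of 15 rod genes, 14 were found, all at 1 CPM or more in young retina, and all 14 were lower in aged retina, with a median log2 fold change of -0.63 (camera, adjusted p = 2.1e-20; fry, adjusted p = 0.0049). Their summed level was 61690 ± 2969 CPM in young and 38894 ± 2531 CPM in aged retina, and the groups did not overlap. The 9 cone genes had a median of -0.21 (camera, adjusted p = 0.26), 6 of them lower and 3 higher. Among genes of proteins the paper stained, Pde6b (ENSRNOG00000000065) had a log2 fold change of -0.60 (standard error 0.07, adjusted p = 9.2e-04), close to the limit of 1.5-fold: it was a DEG in 3 of the 6 fits that each left out a library, with log2 fold changes from -0.66 to -0.55. Sag, at -0.08 (adjusted p = 0.48), and Tomm20, at -0.04 (adjusted p = 0.73), did not differ. Genes of eye development and function also include the crystallins. Of 19 lens genes 17 were found and 16 were at 1 CPM or more in young retina; all 15 that passed the filter were lower in aged retina, with a median of -9.24 (camera, adjusted p = 1.2e-15; fry, adjusted p = 0.071), or -7.45 with the 3 genes that had no count in aged retina set at their bound. The lens genes summed to 3114, 6977 and 179 CPM in the young libraries and to 19.5 to 25.2 CPM in the aged ones. In 8-AG-treated aged retina they summed to 1894, 21.3 and 25.3 CPM. Lens tissue carried into some libraries therefore cannot be told apart from an effect of age.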

The downregulated DEGs in the aged vs. young retinae affected BPs related to the retina or eye function and development, as well as those in response to cell stress and cell adhesion (Fig. 9B), suggesting a compromised retinal blood barrier and reduced retinal function.

8-AG treatment led to detecting 80 downregulated and 87 upregulated DEGs compared to the untreated control (Supplementary Data File 3). 

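In the retina of 8-AG-treated against untreated aged rats, 14631 genes were tested, and 77 were higher and 63 lower by the rule of fold change and P. The authors' own table of this comparison, read by the same rule, lists 143 higher and 72 lower. It holds 42 genes at an adjusted p under 0.05, and DESeq2 gave 18 here. With the edgeR test 3 genes had an adjusted p under 0.05, and 537 had an unadjusted P under 0.05. AABR07034428.1 (ENSRNOG00000001777) rose from 0.423 ± 0.352 to 7.35 ± 1.45 CPM, a log2 fold change of 4.05 (standard error 0.41, adjusted p = 0.034), which was 5.01 without aged library 2. Gp2 (ENSRNOG00000015716) rose from 0.338 ± 0.241 to 5.20 ± 1.25 CPM, at 3.87 (standard error 0.42, adjusted p = 0.034). The other, Clca4l (ENSRNOG00000036877), named after its values were seen, rose from 0.295 ± 0.122 to 2.61 ± 0.373 CPM, at 3.07 (standard error 0.36, adjusted p = 0.043). In each of the 3 genes every treated library was above every untreated one. Without the expression filter, the alternative with all libraries that changed the total of DEGs by the largest number, 182 genes were higher and 136 lower, and 10 had an adjusted p under 0.05. None had an adjusted p under 0.05 when 10 counts were asked for in every library, where 494 genes had an unadjusted P under 0.05. With one library left out, the higher genes numbered up to 143 (without 8-AG library 2), the lower genes up to 143 (without aged library 2), and the genes at an adjusted p under 0.05 from 0 (without aged library 1) to 3.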

8-AG reversed aging-related pathways linked to cell stress, such as ERK1 & ERK2 cascade and MAPK activity, and reduced pro-inflammatory signaling, evidenced by lower levels of interferon-gamma, NF-KappaB, and chemokine production (Fig. 9C). 

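All 26 interferon response genes were lower in 8-AG-treated than in untreated aged retina, with a median log2 fold change of -0.40. The list had an adjusted p of 1.4e-14 with camera, of 0.63 with fry and of 0.39 with an estimated correlation between genes. Its median lay between -0.57 (without aged library 1) and -0.23 (without aged library 3), and camera gave an adjusted p of at most 1.1e-06 in these fits. Summed, the genes were at 400 ± 17.2 CPM in treated retina; the treated libraries lay between 387 and 419 CPM and the untreated ones between 408 and 607 CPM, so the groups overlapped. Of the 6 marker lists with an adjusted p under 0.05 by camera in this comparison, 1 kept it with fry and with the estimated correlation, the list of surface epithelium genes.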

Consequentially, the activation of microglia, astrocytes, T cells, neutrophils, leukocytes, and B cells was downregulated by 8-AG, along with downregulation of phagocytosis and angiogenesis, showing a potent anti-inflammatory effect. 

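The microglia and macrophage list had a median log2 fold change of -0.16 in 8-AG-treated against untreated aged retina, with 10 genes lower and 2 higher (camera, adjusted p = 0.16). That median was 0.16 without aged library 2. The list summed to 134 ± 8.61 CPM with treatment, within the range of the untreated libraries (116 to 196 CPM). Neutrophil genes, 3 of which passed the filter, had a median of 0.32 (camera, adjusted p = 0.15), with 2 higher and 1 lower. T and B cell genes again did not pass the filter, and summed to 2.30 ± 0.180 CPM with treatment. All 9 MHC class II genes tested were lower, with a median of -1.01 (camera, adjusted p = 0.024; fry, adjusted p = 0.64; estimated correlation, adjusted p = 0.41). This value rests on aged library 2: without it the median was 0.32. Summed MHC class II levels with treatment, 57.1 ± 9.50 CPM, lay between 50.5 and 68.0 CPM.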

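Ghrhr (ENSRNOG00000011808) was at 0.378 ± 0.182 CPM in untreated and 0.544 ± 0.0736 CPM in 8-AG-treated aged retina, with 3 to 8 and 6 to 9 counts per library, and did not pass the expression filter. Without the filter its log2 fold change was 0.53 (adjusted p = 0.91). Gpr171 (ENSRNOG00000025297), at 0.190 ± 0.121 and 0.174 ± 0.0867 CPM, did not pass it either and had a log2 fold change of -0.11 without it (adjusted p = 0.99). At 1 to 4 counts per library, a change in Gpr171 was not detectable at this depth. Mir124-1 (ENSRNOG00000035471) and Mir124-2 (ENSRNOG00000035499), the entries named for Mir-124, had 0 counts in all of these libraries. Neither a longer host transcript nor the mature microRNA was examined, so a change in Mir-124 was not tested. For oxygen transport, a list of 9 erythrocyte genes was used, which include the haemoglobins; 5 were found by name, 3 of them also named by the paper. All 4 erythrocyte genes that passed the filter were lower with treatment, with a median log2 fold change of -1.18 (camera, adjusted p = 0.0088; fry, adjusted p = 0.64), and without aged library 2 the median was 0.042. Erythrocyte genes summed to 471 CPM in aged library 2, to 92.1 and 102 CPM in the other untreated libraries, and to 63.0 to 158 CPM in the treated ones.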

Upregulated DEGs were involved in oxygen transport, neural processing, and anti-inflammatory pathways (Fig. 9D), with notable transcripts including growth hormone-releasing hormone receptor (Ghrhr) (47, 48), Gpr171 (49), and Mir-124 (50, 51), known for neuroprotective and anti-inflammatory properties (Supplementary Data File 3). Collectively, these changes suggest that 8-AG alleviates cell stress and exhibits a broad-spectrum anti-inflammatory effect and these effects could all contribute to retinal protection.

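Whether 8-AG moved genes against the direction of aging was measured across 14875 retina genes, which are not independent replicates. The log2 fold change of 8-AG-treated against aged retina and that of aged against young retina had a Pearson r of -0.345. Both comparisons use the same aged libraries, which makes r negative with no effect of treatment: 100 simulated groups without any effect gave a median of -0.243 and a range from -0.296 to -0.189. These simulations draw each gene on its own, so their range is too narrow. Spearman's rho was -0.205, closer to 0 than its whole simulated range of -0.253 to -0.209. Over the 1288 genes past the rule in aged against young retina, r was -0.619, with a simulated range from -0.280 to -0.0213. With different aged libraries in each comparison, r was -0.134, with a simulated range from -0.0490 to 0.0506. When the 6 aged libraries, treated and untreated, were relabelled in all 20 ways, 7 labellings gave an r as low as -0.345, the real one included, 2 gave one as low as -0.619 over the genes past the rule, and 4 gave one as low as -0.134. The genes past the rule were chosen with the real aged libraries and kept fixed in every simulation and labelling. This favours a low r for the real grouping. Neither comparison over these genes can therefore decide whether 8-AG moved them. The paper reports lower expression of stress and immune pathways in Fig. 9C. In Fig. 9D it reports higher expression of oxygen transport, neural and anti-inflammatory genes. From these the paper proposes that 8-AG alleviates cell stress and is broadly anti-inflammatory, and that this could contribute to the protection of the retina.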

### The transcriptome of RPE/choroids suggests an age-related weakening of tight junctions and upregulated inflammatory signals, partially reversed by 8-AG.

RPE/choroid tissue identity was confirmed by the enrichment of RPE-specific mRNAs, including Cst3, Efemp1, Itgav, Crispld1, Itgb8, Gulp1, Rpe65, Best1, Rbp1, Rlbp1, Rgr, Lrat, Pmel, Tttr, Tyr, Tyrp1, and Ptgds (Supplementary Data Files 4 and 5) (52). 

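The 17 genes were compared between the 9 RPE/choroid and the 9 retina libraries by their levels alone, without a test, since the tissues were counted and normalized apart. The mean was higher in RPE/choroid for 16 of them, and for 9 every RPE/choroid library was above every retina library. Pigment cell genes differed most: Pmel (ENSRNOG00000023085) was at 6925 ± 3062 CPM (SD, n = 9) in RPE/choroid, 826 times its mean in retina, Tyr (ENSRNOG00000016421) was at 389 times and Tyrp1 (ENSRNOG00000029318) at 131 times. Best1 (ENSRNOG00000020346) was at 713 ± 178 CPM in RPE/choroid and 14.8 ± 4.25 CPM in retina, 48.2 times higher. The ratio was 31.2 for Ttr, 19.5 for Rgr, 13.8 for Ptgds and 6.13 for Cst3. Rpe65 (ENSRNOG00000009582), at 220 ± 179 and 24.3 ± 19.7 CPM, had a ratio of 9.04, and its levels overlapped between the tissues. Ratios were near 1 for Rlbp1 (1.07), Gulp1 (1.19) and Itgb8 (1.29), and Itgav (ENSRNOG00000004912) was lower in RPE/choroid, with a ratio of 0.626. Between aged and young RPE/choroid none of the 17 was a DEG, and 0 had an adjusted p under 0.05 over the list alone. In 8-AG library 1 the 17 genes summed to 9701 CPM, against 20965 and 26808 CPM in the other treated libraries. Pmel, Tyrp1 and Cst3 have the highest means and weigh most in such a sum. Rpe65 alone ranged from 26.8 to 601 CPM over the 9 RPE/choroid libraries.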

Comparing aged vs young rat RPE transcriptomes, we identified 166 upregulated and 118 downregulated DEGs (Supplementary Data File 4). 

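Of 16047 genes tested in aged against young RPE/choroid, 115 were higher and 102 lower by the rule of fold change and P. The authors' own table of this comparison, read by the same rule, lists 164 higher and 117 lower. It holds 38 genes at an adjusted p under 0.05. With the edgeR test no gene had an adjusted p under 0.05, and 341 had an unadjusted P under 0.05. Of the alternatives set beforehand that left out no library, DESeq2 changed the total of DEGs by the largest number, to DEGs of which 136 were lower and 64.6% higher, with 28 genes at an adjusted p under 0.05. Without aged library 2, 211 genes were higher and 203 lower. Libraries of one group differed in their content of retina: 14 rod photoreceptor genes summed to 18227, 20204 and 2046 CPM in the young libraries and to 11799, 628 and 16997 CPM in the aged ones. With the rod genes' level as a covariate, a model chosen after these levels were seen, 900 genes were higher and 239 lower, and 1 had an adjusted p under 0.05. When the libraries that share a label number were summed, which leaves 2 young and 2 aged libraries, 115 genes were higher and 84 lower, of which 52 and 56 were also called with all libraries.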

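In aged against young RPE/choroid, C3 (ENSRNOG00000046834) rose from 14.4 ± 1.48 to 36.0 ± 17.2 CPM. Its log2 fold change was 1.31 (standard error 0.34), and its adjusted p, like that of every gene in this comparison, was 1.00. Mbp (ENSRNOG00000016516) rose from 22.0 ± 7.77 to 73.8 ± 37.2 CPM, at 1.74 (standard error 0.45). Both genes were DEGs under each other normalization, filter and model set beforehand and with each library left out, and every aged library was above every young one. Cfi (ENSRNOG00000053400) had 4, 7 and 0 counts in the young and 10, 13 and 48 in the aged libraries, or 0.108 ± 0.0971 and 0.773 ± 0.727 CPM. At a log2 fold change of 2.85 (standard error 1.18), Cfi was not called; it was called with DESeq2, without the expression filter, and with all 3 groups in one fit, and its value was 1.74 without aged library 3 and 3.59 without young library 2.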

Three known AMD-associated genes, C3, Cfi, and Mbp (52), were upregulated in the aged rat RPE/choroids. GO pathway analysis of the upregulated DEGs points to immune responses, including complement activation (C3, C4b, and Cfi), antimicrobial humoral immune response mediated by antimicrobial peptide (Camp, Ccl27, Cxcl1, Cxcl6, Reg3g, S100a9), response to tumor necrosis factor (Ccl2; Chi3l1; Mbp; Ubd), astrocyte development (Gfap; S100a8; S100a9), cellular response to transforming growth factor beta stimulus (Cdkn2b; Ovol2; Postn; Wnt10a; Wnt2), and so forth (Fig. 10A and Supplementary Data File 4). 

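Of the 20 genes named, 19 passed the expression filter in RPE/choroid, and all 19 were higher in aged rats, with log2 fold changes from 0.87 to 4.20. By the rule 16 were DEGs. Adjusted over the list alone 13 had an adjusted p under 0.05, and over all genes tested 0 did. The first count is not independent evidence because the list was chosen on these libraries. With DESeq2, only Gfap (8.3e-05), C4b (7.8e-04) and Wnt10a (0.0089) had an adjusted p under 0.05 over all genes. Gfap had the largest change, from 8.04 ± 3.63 to 149 ± 159 CPM, a log2 fold change of 4.20 (standard error 0.91), which was 2.85 without aged library 3. Without that library Wnt10a (ENSRNOG00000052510) went from 3.93 to 2.88 and Chi3l1 (ENSRNOG00000053272) from 2.31 to 1.35. Gfap also rose in retina, to 303 ± 123 CPM in aged rats. Rod genes summed to 628 CPM in aged RPE/choroid library 2 and 16997 CPM in library 3, so retinal Gfap may contribute to its rise. Gfap stayed a DEG with the rod covariate, a model chosen after the rod levels were seen. C4b, at 1.05 (standard error 0.14), had the smallest P of the list; reads shared with C4a would affect it. Ubd, at 1.45, and Ovol2, at 1.82, were called in all 6 fits that left out a library, as was Cxcl1, at 1.26. Cdkn2b, at 1.91, was called in 3 of these 6 fits, S100a8, at 1.14, in 3, S100a9, at 0.87, in 2, Ccl27, at 1.28, in 2, and Camp, at 1.21, and Cxcl6, at 1.19, in 1 each. Wnt2, at 1.15, was called in 5 and lost without young library 2. With the libraries that share a label number summed, Camp, Ccl27 and Cxcl6 were not called. With all 3 groups in one fit, 7 of the 16 DEGs were called, Gfap, Wnt10a, Chi3l1, C4b, Ubd, C3 and Mbp, and the other 9, Ovol2 and Cxcl1 among them, were not. Ccl2, at 0.91, and Postn, at 1.30, were not called; without aged library 2 both were. Reg3g (ENSRNOG00000006579), at 0.0313 ± 0.0336 CPM in young and 0.882 ± 0.688 CPM in aged rats, did not pass the filter; without it its log2 fold change was 4.80.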

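Genes of peroxide breakdown, angiogenesis, chemotaxis, cell cycle, adhesion and hypoxia response were lower in aged than in young RPE/choroid: of 22 gene entries, with Hba-a2 listed under both of its identifiers, all 22 had negative log2 fold changes, from -3.21 to -0.59. By the rule 17 were DEGs. Adjusted over the list alone 15 had an adjusted p under 0.05, and over all genes 0 did. The first of these counts is not independent evidence for a list chosen on these libraries. With DESeq2, only Alas2 had an adjusted p under 0.05 over all genes, at 0.046. The blood genes changed most and varied most between young libraries. Alas2 (ENSRNOG00000000167) had a log2 fold change of -3.21 (standard error 0.92), which was -1.99 without young library 3. The Hba-a2 entries were at -3.12 and -2.99 and Hbb (ENSRNOG00000058105) at -2.94, or at -1.85, -1.78 and -1.62 without young library 3; reads of these paralogs could have been split in counting, and Hbb was not called without aged library 1, 2 or 3. Hbb was at 447 ± 480 CPM in young and 58.3 ± 9.51 CPM in aged rats. Outside the blood genes, Col15a1 (ENSRNOG00000060381) was at -1.55 (standard error 0.45) and was called in every fit that left out a library, as was Flrt2, at -0.71. Angpt2, Plcb1 and Loxl2, between -0.64 and -0.59, were called in 4 of these 6 fits, Pxdn, Mecom, Skil and Adam17 in 3, Aplnr and Ccnd2 in 2, and Enpep and Itgb3 in 1. With the libraries that share a label number summed, Pxdn, Aplnr, Enpep, Itgb3, Ccnd2 and Loxl2 were not called. With all 3 groups in one fit, 6 of the 17 were called, the blood genes, Flrt2 and Skil, and the other 11, Col15a1 among them, were not. Tek, at -0.63, Sema3g, at -0.66, Dusp1, at -0.89, Xiap, at -0.72, and Adipoq, at -1.19, were not called. Adipoq was at -0.34 without young library 2, and Dusp1 at -0.31 without young library 3.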

Aged downregulated DEGs suggested down-regulation of hydrogen peroxide catabolic process (Hba-a2; Hbb; Pxdn), angiogenesis (Angpt2; Aplnr; Col15a1; Enpep; Tek), negative chemotaxis (Flrt2; Itgb3; Sema3g), regulation of cell cycle (Ccnd2; Dusp1; Mecom; Plcb1; Skil; Xiap), cell adhesion mediated by integrin (Adam17; Itgb3), response to hypoxia (Adam17; Adipoq; Alas2; Angpt2; Loxl2; Tek), as shown in Fig. 10B and Supplementary Data File 4. These changes suggest decreased tight junction and decreased anti-inflammatory responses in the aged RPE/choroid.

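In RPE/choroid of 8-AG-treated against untreated aged rats, 16257 genes were tested, and 201 were higher and 68 lower by the rule of fold change and P. None had an adjusted p under 0.05, and 274 had an unadjusted P under 0.05. The numbers depended on single libraries. Without 8-AG library 2, 578 genes were higher, and without aged library 2, 68 were higher and 18 lower. Lower genes outnumbered higher ones without aged library 3, at 167 against 89, and without 8-AG library 1, at 286 against 268. Of the alternatives that left out no library, DESeq2 changed the total of DEGs by the largest number, to 578 higher and 177 lower, with 81 at an adjusted p under 0.05, whereas summing the libraries that share a label number left 63 higher and 22 lower. Of the 201 higher and 68 lower genes, 191 and 68 were also called by DESeq2. The treated libraries differed from one another in genes of other tissues. Skeletal muscle genes summed to 69511 CPM in 8-AG library 1, 3072 in library 2 and 164 in library 3, and rod photoreceptor genes to 55908, 918 and 896 CPM.

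**Figure D3:**
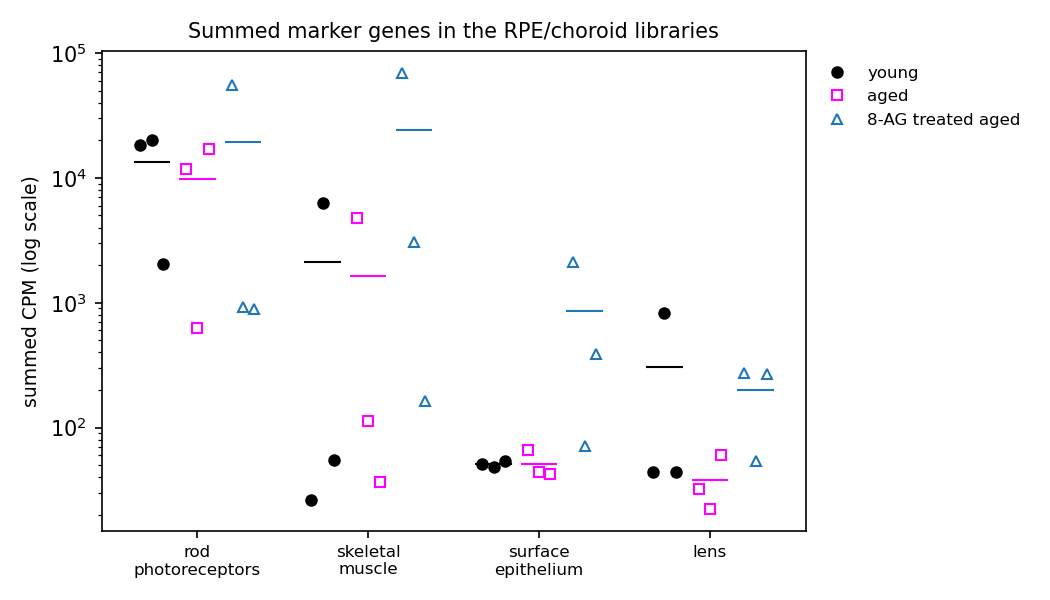
Summed level of marker gene lists (CPM, logarithmic y axis) in each RPE/choroid library of young (black circles), aged (magenta squares) and 8-AG-treated aged rats (blue triangles), with lines at the group means. Surface epithelium genes lie at 2119, 71.4 and 385 CPM in 8-AG libraries 1, 2 and 3 and between 42.5 and 65.5 CPM in the young and aged libraries.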

8-AG treatment downregulated 140 genes and upregulated 519 genes in aged RPE relative to controls (Supplementary Data File 5). The downregulated DEGs suggest the down-regulation of pathways including cell signaling and metabolism, ion/water balance, cell differentiation, and immune responses. In contrast to the aging-associated upregulation of pathways involved in immune responses, 8-AG treatment led to downregulated immune responses including responses to IL-7, macrophage activation and antimicrobial humoral immune response (Fig. 10C). 

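In treated against untreated RPE/choroid, 12 microglia and macrophage genes had a median log2 fold change of -0.30, with 10 lower and 2 higher (camera, adjusted p = 0.0073). All 11 T and B cell genes were lower, with a median of -0.54 (camera, adjusted p = 2.4e-05), and of 11 MHC class II genes 10 were lower, with a median of -0.37 (camera, adjusted p = 0.0090). These values rest on 8-AG library 1, without which the medians were 0.10, -0.05 and 0.15. In that library the MHC class II genes summed to 731 CPM, against 9168 and 7628 CPM in the other treated libraries and 6301 to 10619 CPM in the untreated ones. Of 26 interferon response genes 18 were higher and 8 lower, with a median of 0.34 (camera, adjusted p = 6.3e-06), and this was 0.11 without 8-AG library 3. For antimicrobial responses the nearest list was that of neutrophil genes, of which 3 are named by the paper as raised by aging in these libraries; 6 of 7 were higher, with a median of 0.35 (camera, adjusted p = 0.91). Its median was -1.19 without 8-AG library 3. With fry or an estimated correlation, none of the 8 lists past an adjusted p of 0.05 by camera in this comparison stayed past it. Between aged and young RPE/choroid, the medians were -0.02 for MHC class II (camera, adjusted p = 0.99), 0.10 for interferon response (0.058), 0.19 for microglia and macrophages (0.28), 0.37 for T and B cells (3.8e-04) and 0.87 for neutrophils (8.9e-04). The T and B cell median was 0.08 without aged library 2 and the neutrophil median 0.55 without aged library 1, and in both fits camera gave an adjusted p over 0.05.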

The 8-AG downregulated BPs include the ion homeostasis which potentially affects water balance and blood pressure (Fig. 10C), and 8-AG is known to modulate blood pressure and water-ion balance (53).. 8-AG upregulated genes were involved in metabolism, cell adhesion and differentiation, including genes encoding tight junction proteins like claudins (Cldn2, Cldn3, Cldn4, Cldn7, Cldn19 and Cldn23, Supplementary Data File 5). Cldn-19 is dominantly expressed in RPEs (54, 55). These changes suggest 8-AG may restore RPE and choroid capillary junction integrity, thereby improving the retina-blood barrier.

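Of the 6 claudin genes, 4 passed the expression filter in treated against untreated aged RPE/choroid, and 2 were DEGs by the rule, Cldn2 and Cldn4. With the aged libraries that share a label number summed, neither was called. Adjusted over the list alone 0 had an adjusted p under 0.05, with a smallest value of 0.079, and over all genes 0 did. An unadjusted P under 0.05 was found for 2. With DESeq2, Cldn3 and Cldn4 each had an adjusted p of 0.032 over all genes, and the other claudins did not pass. Cldn4 (ENSRNOG00000001476) had a log2 fold change of 5.52 (standard error 1.90), with 92.5, 0.529 and 11.3 CPM in the treated libraries and 0.258 to 1.34 CPM in the untreated ones. Without 8-AG library 1 it was 2.89. Cldn4 was called in 2 of the 6 fits that left out a library, and not without 8-AG library 1 or any one aged library. Cldn2 (ENSRNOG00000054495) was at 2.35 (standard error 0.93), with 17.3, 4.56 and 43.6 CPM with treatment and 1.68 to 6.92 CPM without, and was called in 1 of the 6 fits that left out a library; without 8-AG library 3 it was 1.35. Cldn19 (ENSRNOG00000007922) was at 3.50 (standard error 1.49), with 0.826, 2.36 and 38.4 CPM in the treated libraries, and without 8-AG library 3 its log2 fold change was 0.40. Cldn23 (ENSRNOG00000011424) was at 3.33 (standard error 1.83), with 36.7, 0.389 and 14.0 CPM. Cldn3 (ENSRNOG00000046007) and Cldn7 (ENSRNOG00000017325) did not pass the filter: Cldn3 was at 33.6, 0.223 and 1.76 CPM with treatment and 0 to 0.258 CPM without, and Cldn7 at 1.47, 0.0834 and 0.219 CPM with treatment and at 0 without, at least 18.3-fold higher than the limit that a count of 0 allows. From the higher expression of claudins and other adhesion genes, the paper proposes that 8-AG may restore the junctions of RPE and choroid capillaries. In its account this would improve the barrier between retina and blood.

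**Figure D4:**
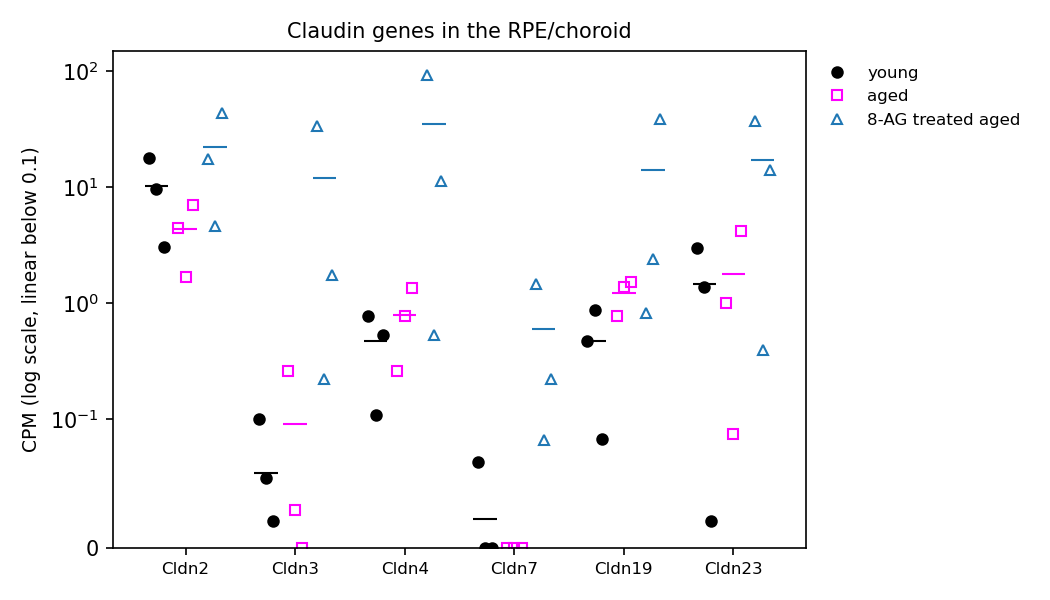
Level of the 6 claudin genes (CPM, y axis) in each RPE/choroid library, with lines at the group means. The axis is linear below 0.1 CPM and logarithmic above. Cldn3, Cldn4, Cldn7 and Cldn23 are highest in 8-AG library 1 and lowest of the treated libraries in 8-AG library 2, and Cldn2 and Cldn19 are highest in 8-AG library 3.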

### Age-related accumulation of hypoxanthine and xanthine is accompanied by the age-related decline of guanine and 3’5’-cGMP.

To assess the effects of aging and 8-AG treatment to the retinal purine metabolites, for the first time in record, we quantitatively profile the purine metabolome of the retina using UPLC-MS/MS (Fig. 11). We found the abundant purine metabolites in the rat retina are 5’-AMP, 5-’GMP, inosine and adenosine (Fig. 11D,E,L,N). Compared to the young retinae, the aged rat retinae showed a substantial reduction in guanine (> 3 fold), and 3’5’-cGMP levels (> 3 fold, Fig. 11G&K), with a rise in inosine (> 2 fold), hypoxanthine (~ 2 fold) and xanthine levels (~ 3 fold, Fig. 11E,I,J), whereas the levels of remaining purines were not affected significantly. As hypoxanthine is the product of inosine, the age-related accumulation of hypoxanthine is due to the age-related accumulation of inosine (Fig. 11A). Interestingly, the RNA-seq data showed that while genes encoding the adenosine deaminases (Adar, Adarb1, Adarb2, Adat1, Adat2), and the PNPase (Pnp) are not affected by aging, the expression of guanine deaminase (Gda) and xanthine dehydrogenase (Xdh/Xo) were 5-fold and 1.7 fold in the aged retinae, respectively, compared to the young retinae (Fig. 11O and Supplementary Data File 2). 

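Gda (ENSRNOG00000018282) was 5.21-fold higher in aged than in young retina, at 5.10 ± 2.49 against 0.982 ± 0.292 CPM, a log2 fold change of 2.38 (standard error 0.39, adjusted p = 0.0040). With each library left out in turn its log2 fold change lay between 1.90 and 2.64, lowest without aged library 2. Xdh (ENSRNOG00000007081) was 1.74-fold higher, at 13.8 ± 2.37 against 7.93 ± 0.499 CPM, a log2 fold change of 0.80 (standard error 0.14, adjusted p = 0.0049). Both were DEGs under each other normalization, filter and model, and every aged library was above every young one. None of the other 6 genes was a DEG. Pnp (ENSRNOG00000009982) had a log2 fold change of 0.25 (standard error 0.09, adjusted p = 0.087) and Adar (ENSRNOG00000020744) one of 0.18 (standard error 0.06, adjusted p = 0.064), each with every aged library above every young one. Adarb1, at 0.06, Adarb2, at 0.13, Adat1, at 0.01, and Adat2, at 0.28, had adjusted p-values from 0.53 to 0.97. Over all genes tested 2 of the 8 genes had an adjusted p under 0.05; adjusted over the list alone 4 did, Pnp and Adar among them.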

Higher expression of Gda can lead to higher consumption of guanine and a higher production of xanthine, while a higher level of Xdh can lead to a higher rate of production of xanthine from hypoxanthine. These results suggest age-related accumulation of hypoxanthine and xanthine is due to the age-related accumulation of inosine and elevated Gda and Xdh levels, which results in guanine drop and xanthine accumulation. 8-AG treatment increased its own retinal levels, suggesting the retinal bioavailability of 8-AG (Fig. 11B). 8-AG didn’t reverse the decline of guanine and 3’5’-cGMP in the aged rat retinae (Fig. 11G&K). Although 8-AG slightly reduced PNPase products, hypoxanthine, and xanthine, (Fig. 11I&J), it did not increase PNPase substrates inosine and guanosine (Fig. 11C&E), suggesting the retinal protection by 8-AG include other mechanisms in addition to direct PNPase inhibition within the retina, possibly including peripheral inhibition. Indeed, peripheral inhibition of PNPase, for example in the erythrocytes which are a rich source of PNPase, by 8-AG could be involved in the mechanism of action of 8-AG in the retina.

### Long-term efficacy of 8-AG in Fischer 344 rats.

Following the beneficial effects observed after 8 weeks of treatment in 24-month-old rats, we extended the study to assess if 8-AG maintains effectiveness through the rats’ lifespan. Specifically, we examined the F344 rats’ retinal structure and function after 17 weeks of treatment starting at 23 months (Fig. 12). Due to high mortality past 24 months, only one untreated (n = 2 eyes) and two treated (n = 4 eyes) rats survived for final analyses. Spectral domain-optic coherence tomography (SD-OCT) revealed maintained retinal structure in 8-AG-treated rats, while untreated ones showed significant degeneration (Fig. 12A&B). Scotopic and photopic ERG responses in 8-AG-treated rats indicated preserved rod and cone functions, contrasting with the near-complete loss of responses in untreated rats (Fig. 12C–E). IHC at 27 months showed abnormal localization of rhodopsin, loss of OS, and zero to one row of ONL nuclei in untreated rats, whereas 8-AG-treated retinae retained rhodopsin localization in the OS and 6–7 rows of ONL nuclei, despite no rescue in peripheral areas (Fig. 12F–H). Collectively, the long-term treatment with 8-AG showed even higher efficacy in preserving the structure and function of the aged retinae.

### 8-AG confers temporary retinal protection in the Rho^P23H/+^ knock-in mouse model of retinitis pigmentosa.

We then tested 8-AG’s efficacy in the *Rho*^*P23H/+*^ knock-in mouse model of retinitis pigmentosa (RP), a different retinal degeneration model caused by rhodopsin misfolding (Fig. 13 and S16-S18) (56). Daily intraperitoneal (i.p) injections from PND10 to 28, followed by oral administration of 8-AG in drinking water, until PND38 or PND53. 8-AG treatment led to enhanced scotopic a- and b-waves at PND 36 (*P* < 0.0001), but only scotopic b-wave improvement persisted at PND 50 (Fig. 13B,C,K,L), suggesting a short- term rod function enhancement by 8-AG. No impact on photopic b-waves was seen, suggesting no effects of 8-AG on cone function in this model, similarly as observed in F344 rats (Fig. 13D&M). Retinal histology showed significantly increased OS + IS thickness at PND 38 and 53 (Figs. 13E,F,N,O, S16 and S17). The ONL cell count was slightly increased by 8-AG at PND 53, but not at PND 38 (Fig. 13E,G,N,P). Interestingly, 8-AG also led to a higher number of neurons in the RGC layer at PND 38 (*P* < 0.001) and PND53 (not significant, Fig. 13E,H,N,Q). Immunostaining showed that RHO level in the OS + IS increased with 8-AG treatment at PND 38 (Figs. 13I&J and S18, *P* < 0.0001), but not at PND 53 (Fig. 13R&S and S18). Interestingly, the time point when RHO level was increased by 8-AG can be directly correlated with the time when scotopic ERG responses were increased by the treatment (Fig. 13B&C). Collectively, 8-AG’s retinal protection appears limited to short-term, in the *Rho*^*P23H/+*^ knock-in mouse model of RP.

### 8-AG treatment reduces activated microglia/macrophages in Rho^P23H/+^ mice.

We then asked whether 8-AG has any effects on the microglia/macrophages in this animal model (Figs. 14 and S19). Similar to our previous report (57), *Rho*^*P23H/+*^ mouse retinal flat mounts exhibited over 10-fold increase in CD68^+^ cells and IBA1^+^ cells compared to normal *Rho*^*+/+*^ mice, with IBA1^+^ cells outnumbering CD68^+^ cells (Figs. 12A–H,M,N and S19). As CD68 and IBA1 are markers of activated microglia/macrophages, this result suggests the activated microglia/macrophages increased 10-fold in the *Rho*^*P23H/+*^ mouse retinae. Treatment with 8-AG roughly halved the population of both cell types (Fig. 12E–N), mirroring the anti-inflammatory effects observed in F344 rat retinae and suggesting that 8-AG’s anti-inflammatory action may be effective across different models of retinal degeneration.

## Discussion

This study, extending from its established multi-tissue protective benefits, highlights the retinal protective effects of 8-AG. We showed strong morphological and functional retinal protection by 8-AG in the aged F344 rats. To be noted, the treatment was oral supplementation in the water, at a low dose (5 mg/kg/day), and the intervention was mainly tested at an old age (22–24 months). Eight weeks of oral treatment with 8-AG led to a significantly higher number of photoreceptor cells in the ONL, thicker OS/IS, more cones and cells in the RGC layer, enhanced scotopic ERG responses, and fewer apoptotic cells compared to controls. This marks the first identification of an orally administered small molecule with high potency and efficacy in preventing age-related retinal degeneration in an established natural model of aging. The reduction in MDA and 8-OHdG immunostaining indicates 8-AG’s antioxidant action, while the decrease in CD68^+^ and IBA1^+^ cells, alongside RNA-seq data, points to its anti-inflammatory impact. 8-AG also showed short-term protection in the *Rho*^*P23H/+*^ genetic mouse model of RP, reducing microglia/macrophage activation.

The F344 albino rat strain exhibits severe age-related retinal degeneration, likely exacerbated by chronic light damage, a phenomenon also observed in albino mice (58). Our study found increased lipid and DNA oxidation in the inner retina and inner segments (IS). The oxidative damage can be caused by the free radicals generated by light under the albino background. A possible reason that lipid oxidation spares the OS is because of the constant OS renewal (59). Rod nuclei’s densely packed and highly transparent heterochromatin may protect DNA from light-related oxidative damage, while IS’s mitochondrial DNA is more exposed and thus more susceptible to light damage (60). 8-AG treatment reduced markers of tissue peroxidation (Fig. 6) but did not rectify mitochondrial morphological abnormalities in aged rats (Fig. 8). While 8-AG doesn’t reverse all aging-related changes, it does lower tissue oxidation and improves retinal function.

Previously we established a UPLC-MS/MS method for measuring purines (61), and here for the first time we used this method to profile the purine metabolome in the retina. We found that 3’5’-cGMP levels dropped significantly in aged retinae—a three-fold decrease compared to young ones (Fig. 11K). Given that 3’5’-cGMP is a vital secondary messenger for phototransduction, its depletion could further impair aged retinal function. Further, 8-AG decreases the accumulation of hypoxanthine and xanthine in the aging rat retinae, compounds associated with tissue oxidative damage (Fig. 11I&J). 8-AG’s antioxidant action in the neural retina may result from reducing these tissue-damaging purines. Our previous research indicates that oral 8-AG at 5 mg/kg/day increases purine nucleoside phosphorylase (PNPase) substrates and reduces PNPase products in the urine of F344 rats, suggesting it effectively inhibits PNPase systemically (31). (Note that PNPase should not be confused with polynucleotide phosphorylase1 (PNPT1), an enzyme that is sometimes referred to as PNPase and is involved in mRNA degradation). However, 8-AG treatment does not appear to inhibit total PNPase activity in the retina, as retinal inosine and guanosine levels remain unchanged (Fig. 11C&E). This could relate to the variable Pnp expression across different retinal cell types. Published single cell-RNA seq data of the retina and brain provides more clues that suggest Pnp expression is high in astrocytes, Müller glia and microglia, but low in neurons (62). Pnp levels are also high in immune cells such as T cells, B cells, neutrophils and macrophages (63). Inhibiting PNPase in these cells may lead to the accumulation of DNA-derived deoxyguanosine, dGTP, and subsequent suppression of DNA synthesis and cell proliferation (64). However, the potential impact of 8-AG on inhibiting PNPase in these proliferative glial cells may not be apparent in overall retinal purine metabolome analyses due to their low abundance. Correlating to our RNA-seq data of retina and RPE/choroids pointing to 8-AG’s role in mitigating cell stress and inflammatory responses of immune cells, 8-AG’s anti-inflammatory effects may be due to its PNPase inhibition in the Müller glia, microglia, and infiltrated myeloid cells (T-cells, B-cells, and neutrophils) with high Pnp expression.

Chronic inflammation is a key hallmark of aging and is associated with increased susceptibility to many diseases (65). Chronic inflammation is involved in age-related degenerative diseases affecting “immune privileged tissue diseases” such as Alzheimer disease (66), Parkinson disease (67), as well as AMD (68). Although rodent models lack the macula, studying the impact of aging on retinal health offers insights relevant to AMD. Moreover, since aging is the primary risk factor for AMD, likely the effects of retinal aging in the rat model have some relevance to AMD. In this regard, aspects of our findings correlate to early AMD lesions including: 1) Upregulation of genes involved in complement factors (14) (C1qa, C1qb, C1qc, C1s, C1r, C2, C3, C3ar,C4a, C4b, Supplementary Data File 2); 2) activation of immune cells including microglia/macrophages (69) and lymphocytes (70) as evidenced by the increased number of CD68^+^ and IBA1^+^ cells in the neural retinal and choroid regions (Fig. 7C–F), as well as upregulation of genes involved in antigen processing and presentation of exogenous antigen via MHC class II (Fig. 9B); and 3) upregulated expression of AMD associated immunological genes (71) (Cfh, C2, C3, Cx3cr1, Tlr3 and Tlr4, Supplementary Data File 2). 

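Among the genes higher in aged than in young retina were those of C1q, C1qa (ENSRNOG00000012807) at a log2 fold change of 2.56 (standard error 0.25, adjusted p = 0.0020), C1qb (ENSRNOG00000012749) at 2.60 (standard error 0.24, adjusted p = 4.3e-04) and C1qc (ENSRNOG00000012804) at 2.50 (standard error 0.29, adjusted p = 0.0027). C3ar1 (ENSRNOG00000009211) rose from 0.511 ± 0.0529 to 1.20 ± 0.121 CPM, at 1.23 (standard error 0.33, adjusted p = 0.036), and was not called with DESeq2. All 10 complement genes listed were DEGs, and 10 had an adjusted p under 0.05 both over all genes and adjusted over the list alone, the last not being independent evidence. Of the AMD-associated immunological genes, Cx3cr1 (ENSRNOG00000018509) was at 1.09 (standard error 0.21, adjusted p = 0.0082), Tlr3 (ENSRNOG00000021726) at 1.38 (standard error 0.20, adjusted p = 0.0018) and Tlr4 (ENSRNOG00000010522) at 1.60 (standard error 0.25, adjusted p = 0.0025). Every aged library was above every young library for each of these genes.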

Notably, 8-AG treatment led to down-regulation of complement factors and their receptors (C1qa, C1qb, C1qc, C1qtnf7, C1rl, C3, C3ar1, C5ar1, C5ar2, Supplementary Data File 3), reduced the number of CD68^+^ and IBA1^+^ microglia/macrophages (Fig. 7C–F), down-regulated genes involved in the antigen processing and presentation of exogenous peptide antigen via MHC class II (Fig. 9D), yet not affecting all anti-inflammatory genes, such as Chf and Cx3cr1 (Supplementary Data File 3). Thus, it is likely that the anti-inflammatory effects of 8-AG are a major mechanism leading to 8-AG’s retinal protection in aged F344 rats.

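None of the 9 complement genes was a DEG in the retina of 8-AG-treated against untreated aged rats. Of the 7 that passed the expression filter 5 were lower and 2 higher, with log2 fold changes from -0.37 to 0.66; 0 had an adjusted p under 0.05 over the list alone or over all genes, and 0 had an unadjusted P under 0.05. C1qa was at 31.7 ± 3.80 CPM with treatment and 40.7 ± 12.9 CPM without, a log2 fold change of -0.37 (standard error 0.23, adjusted p = 1.00), and C1qb, at -0.28, C1qc, at -0.18, C1rl, at -0.25, and C3, at -0.23, were not called either, and for each of these genes the groups overlapped. Without aged library 2, C3 was at 0.15 and C1qc at 0.12. C3ar1 was higher with treatment, at 1.91 ± 0.584 CPM and a log2 fold change of 0.66 (standard error 0.31), and was called higher without 8-AG library 2, with all 3 groups in one fit, and when 10 counts were asked for in every library. C5ar1 (ENSRNOG00000047800) was at 0.20 (standard error 0.43). C1qtnf7 (ENSRNOG00000005094), at 0.166 CPM without and 0.368 CPM with treatment, and C5ar2 (ENSRNOG00000049028), at 0.448 and 0.351 CPM, had 2 to 8 counts per library and did not pass the filter. Cx3cr1, named as not affected, was at -0.13 (standard error 0.23) and was not called.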

In addition to its anti-inflammatory effects on immune cells, the bulk RNA-seq (Fig. 10) and TEM (Fig. 8) data also suggest that 8-AG regulates RPE cells by down-regulating RPE-mediated inflammatory signals, regulating retinal ion/fluid balance, upregulating tight junction genes as well as increasing phagocytosis flux. TEM images showed that 8-AG treatment reduced the number of undigested phagosomes in aged retinae, indicating improved phagocytosis. In RPE cells, these phagosomes often contain lipofuscin—a harmful aggregate of peroxidated photoproduct di-retinal A2E and oxidized lipids from ingested photoreceptor segments. Lipofuscin accumulation can trigger RPE cell apoptosis via NLRP3 inflammasome activation (72, 73), lysosomal proton pump inhibition (74) and lysosome alkalization (75), and is linked to retinal diseases such as Stargardt disease (76) and AMD (73). The RPE is adjacent to the choroid which has highly permeable choriocapillaris that could deliver 8-AG directly to the RPE. Inhibition of PNPase either in the the PNPase-enriched erythrocytes flowing through the choriocapillaris or in the RPEs (local diffusion of 8-AG into the epithelial layer) would increase inosine levels that can activate A_2_ receptors of RPE (31). The activation of A_2_ receptors has been reported to reacidify compromised lysosomes in the RPE (77) which can lead to increased phagocytosis flux. Future studies using A_2A_ and A_2B_ knockout rats or comparing the efficacy of 8-AG with the agonists and antagonists of A_2A_ and A_2B_ receptors will address this hypothesis.

Although we showed strong retinal protection by 8-AG in the natural rat model of aging, its potential in the pathological condition of AMD is still unknown. One important future study is to test 8-AG in an AMD model, such as the transgenic CFH-Y402H mouse (78), to evaluate 8-AG’s effects in AMD-related lesions such as sub-RPE deposit/drusen.

8-AG’s potential as a drug candidate was first discovered in the kidney, and then extended to diseases of the cardiovascular system and lower urinary tract (see (30, 79) for review). Here we show that 8-AG, an endogenous purine metabolite and an orally active drug candidate, reverses age-related retinal degeneration. The effects of 8-AG on the retina are likely mediated by multiple mechanisms including anti-oxidative, anti-apoptotic and anti-inflammatory effects. The present study indicates that age-related degeneration of an “immune privileged” tissue, i.e., the retina, can be mitigated via systems pharmacotherapy using 8-AG.

## Materials and Methods

### Animals.

All animal experiments followed the Animal Welfare Act and regulations guide and were approved by the University of Pittsburgh Institutional Animal Care and Use Committee (IACUC; rat protocol number 23073400, mouse protocol number 23053112). We obtained young and aged Fischer 344 rats from Charles River Laboratories and the National Institute on Aging [NIA]. Only female rats were used due to different timelines of retinal degeneration between females and males (40). The C57 black 6 (C57BL/6J) mice (*Rho*^*+/+*^, Stock no-000664) and (*Rho*^*P23H/P23H*^ knock-in, Stock no-017628) mice (56) were purchased from Jackson Laboratory. Both female and male mice were included in this study.

### Statistical Analysis.

Two-way analysis of variance (ANOVA) was applied to determine statistical difference between two groups of animals for the retinal thickness measured from OCT B-scans, the thickness of retinal layers, number of nuclei, and immunofluorescence intensity from retinal histology and IHC images, and ERG a- and b-waves. Two factors, treatment, and positions relative to optic nerve head (ONH, for OCT, IHC and retinal histology) were taken into consideration. Other data were analyzed by unpaired two-tail student’s t-test when comparing two groups of data, otherwise, Kruskal Wallis one-way ANOVA and multiple comparisons via the Dunn’s test were undertaken for three or more group of data. Data were presented as means ± SEMs or SDs as specified in the figure legends. Significant differences were determined when P value < 0.05 (*), 0.01 (**), 0.001 (***), or 0.0001 (****).

## Figures and Tables

**Figure 1:**
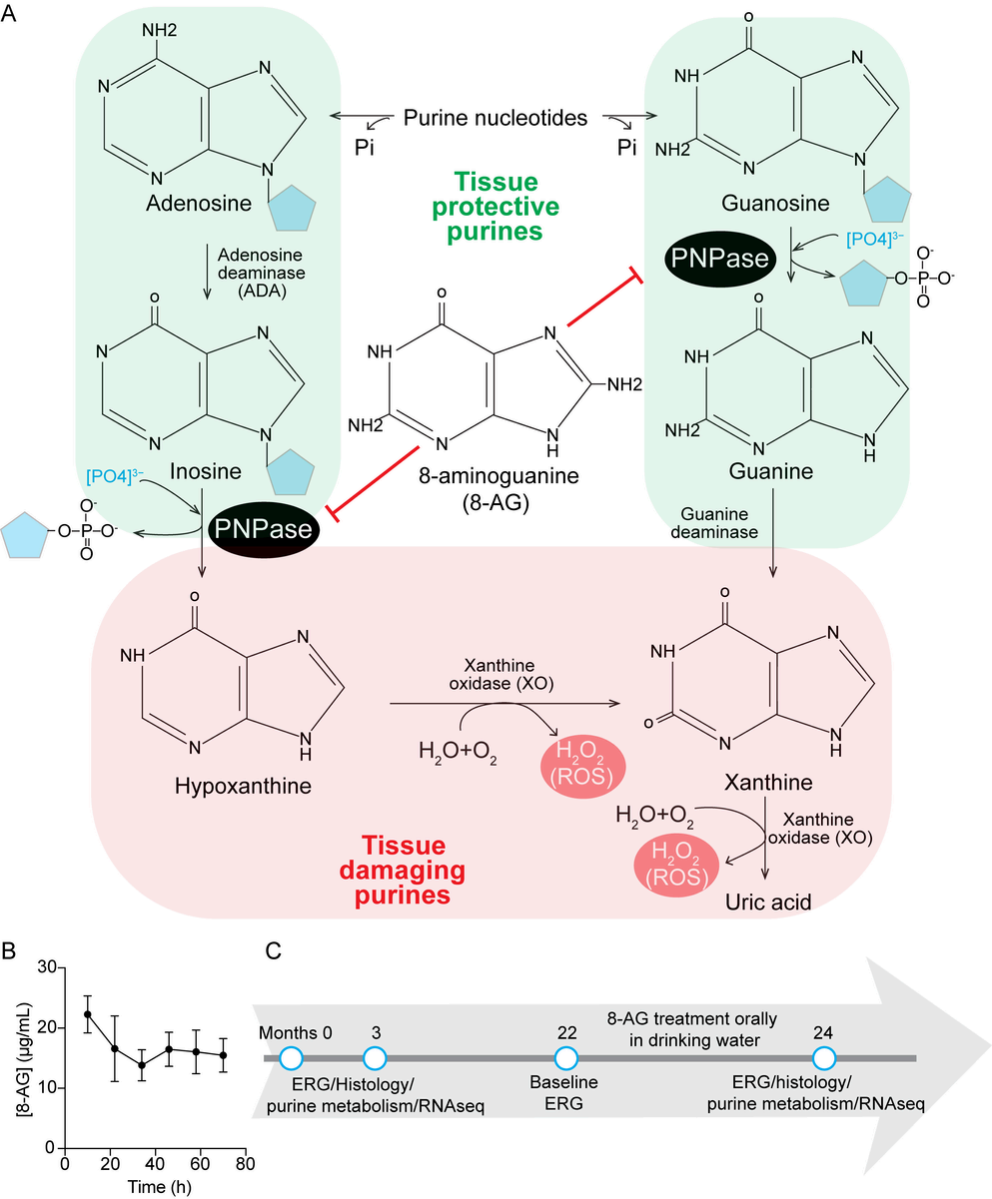
Purine metabolism and treatment regimen for rats. **A.** A diagram shows the catabolism of the purine nucleosides, adenosine and guanosine. The tissue-protecting purines are shown in a light green background and tissue-damaging purines are in a light orange background. Black oval shows the activity of PNPase and 8-aminoguanine (8-AG) in the center shows its affected reaction cascade. The light blue pentagon is ribose sugar. ROS; reactive oxygen species. **B.** Stability of 8-AG in water at room temperature for 3 days using HPLC, showing only slight decay of 8-AG from 22 to 17 μg/mL in 24 hour. **C.** Treatment regimen of the experiments, performed on rats. Young untreated rats were 3 months old, aged untreated rats were 22 months old when started on oral 8-AG treatment for 8 weeks. The baseline data for OCT and ERG were collected before 8-AG treatment at 22 months.

**Figure 2:**
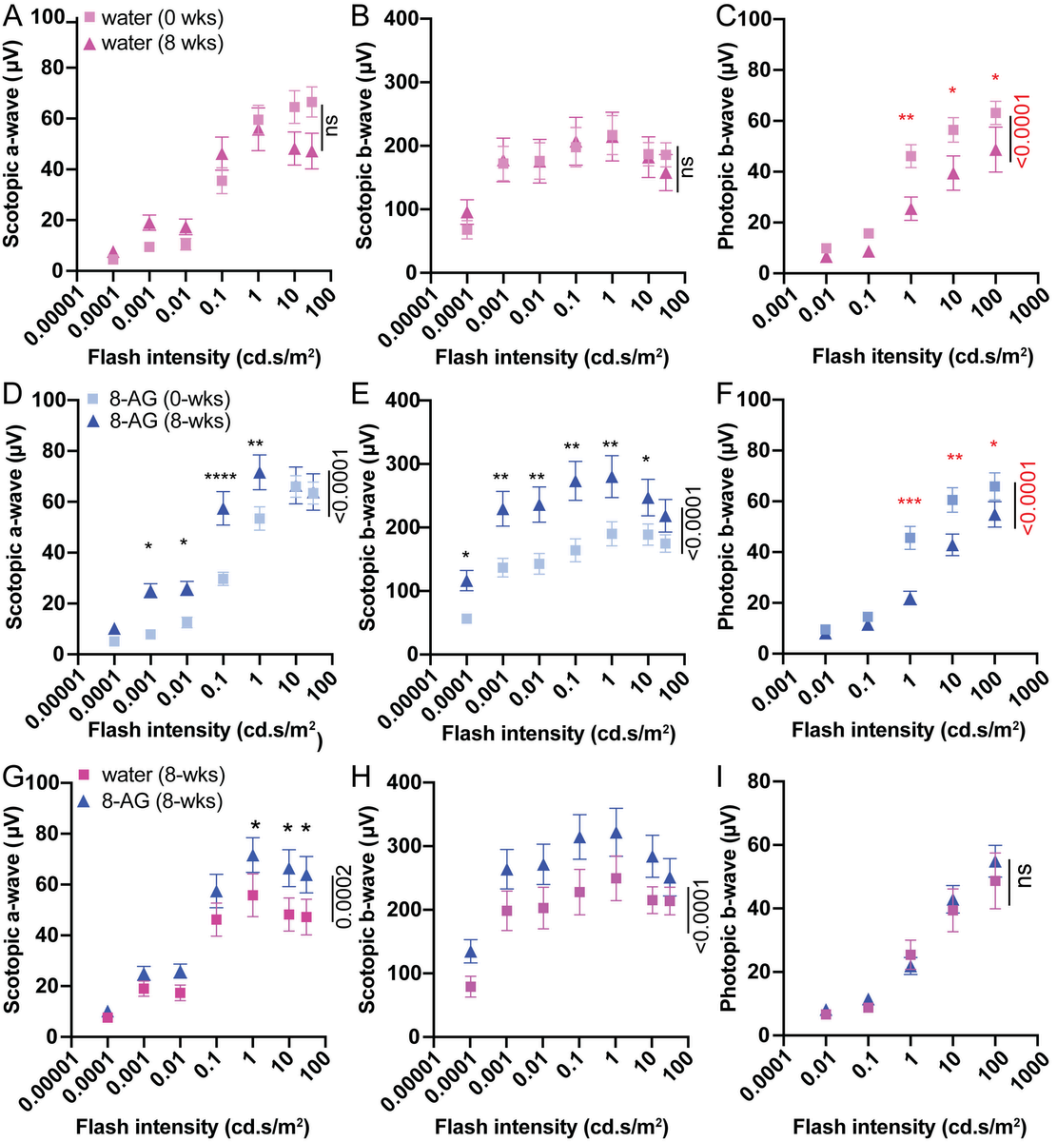
Functional protection of retinae in aged Fisher 344 rats by 8-AG. Twenty-two-month-old aged Fischer 344 rats were supplemented with 8-AG in drinking water at 5 mg/kg for 8 weeks. Electroretinograms (ERG) were recorded for baseline at 0 weeks (at 22 months), and after 8 weeks of treatment (at 24 months). Aged Fischer 344 rats not treated with 8-AG were included as controls. **A-I** are the semi-log plots of ERG wave form responses in μV as a function of flash intensities (cd.s/m^2^) for water and 8-AG treated F344 rats. **A, B,** and **C** are the scotopic a-wave, scotopic b-wave, and photopic b-wave responses, respectively for the control rats treated with only water at 0 weeks (light magenta squares, baseline) and 8 weeks (dark magenta triangles). **D, E,** and **F** are the scotopic a-wave, scotopic b-wave, and photopic b-wave responses, respectively for 8-AG treated rats at 0 weeks (light blue squares, baseline) and after 8 weeks of 8-AG treatment (dark blue triangle). **G, H,** and **I** are the scotopic a-wave, scotopic b-wave, and photopic b-wave responses, respectively after 8 weeks (at 24 months) of treatment with 8-AG (dark blue triangle) and water only (dark magenta triangle). N=16, combining two independent sets of experiments. Statistical analysis was done using two-way ANOVA, *, **, ***, ****, *P*<0.05, 0.01, 0.001, 0.0001, respectively, ns is non-significant. Data points and error bars are means and SEMs, respectively.

**Figure 3:**
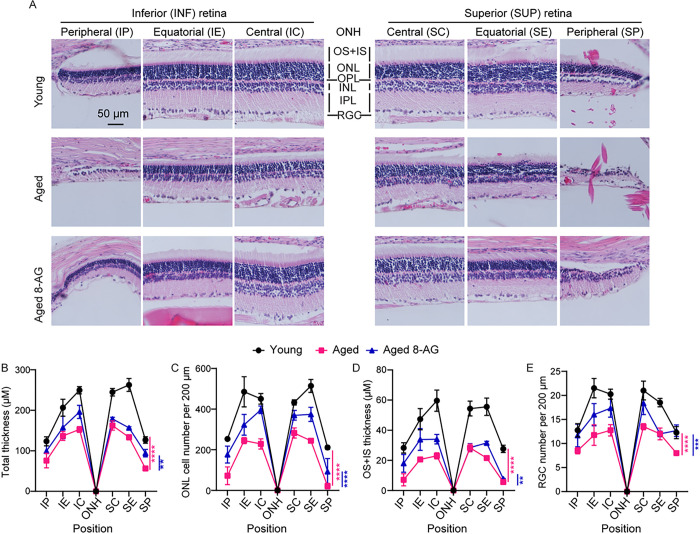
Retinal hematoxylin and eosin (H&E) staining shows potent retinal protection by 8-AG in aged Fischer 344 rats. The experimental Fischer 344 rats were untreated young (3 months), untreated aged (24 months), or aged treated with 8-AG at 5 mg/kg bw daily in drinking water for 8 weeks starting at 22 months of age. Rats were euthanized and eyes were enucleated and prepared for paraffin-embedded H&E staining. **A.** Representative H&E-stained images on the superior (S) and inferior (I) sides of optic nerve head (ONH) at central (SC&IC), equatorial (SE&IE) and peripheral (SP&IP) regions of retinal paraffin sections. Scale bar, 50 μm. OS+IS, outer and inner segments; ONL, outer nuclear layer, OPL, outer plexiform layer; INL, inner nuclear layer; IPL, inner plexiform layer; RGC, retinal ganglion cells. **B-E.** Spidergrams of measurements from H&E staining images as shown in **A,** including total thickness of all retinal layers (**B**), cell number in ONL per 200 μm length of the retinal section (**C**), thickness of OS+IS (**D**), number of cells in retina ganglion cells layer (RGC) per 200 μm length of the retinal section (**E**). N=8. Data points and error bars are means and SEMs, respectively, **, ***, ****, p<0.01, 0.001, 0.0001, respectively, analyzed by two-way ANOVA.

**Figure 4:**
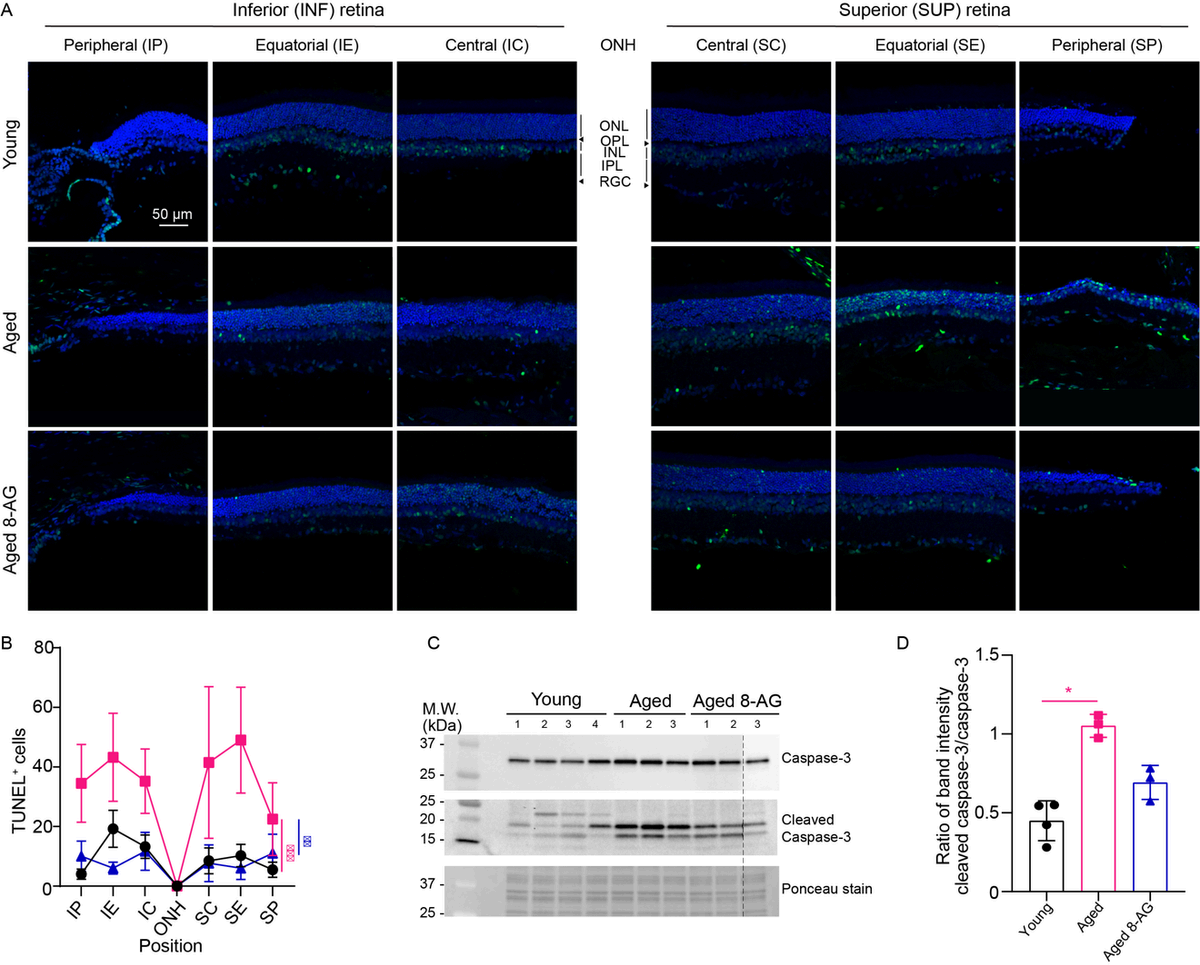
8-AG is safe and reduces apoptosis in aged Fischer 344 rats. The experimental Fischer 344 rats were untreated young (3 months), aged (24 months), or aged treated with 8-AG at 5 mg/kg bw daily in drinking water for 8 weeks starting at 22 months of age. Rats were euthanized and eyes were enucleated and prepared for cryo-sectioning and TUNEL staining for quantification of dead cells in the retinae. **A.** TUNEL stained retinal cryosections on the superior (S) and inferior (I) sides of optic nerve head (ONH) at central (SC&IC), equatorial (SE&IE) and peripheral (SP&IP) regions of retinal cryosections. Scale bar, 50 μm. Green, TUNEL positive (TUNEL^+^) cells, and blue, Hoechst 33342 staining for nucleus. **B.** The Spidergrams of TUNEL^+^ cell numbers at different positions of the retinae. Black circles, young rats; magenta squares, aged rats; blue triangles, aged rats treated with 8-AG. N=3–4. Data points and error bars are means and SEMs, respectively, ** and ***, p<0.01, 0.001, respectively, analyzed by two-way ANOVA **C.** Immunoblots against the intact (top panel, 30 kDa) and cleaved caspase-3 (middle panel, 17 and 19 kDs) from rat retinae. Ponceau stain (bottom panel) was used as the loading control. Each number represents one rat retina. All samples are from the same membrane, dotted line represents the joined membrane. **D.** Column plot of the band intensity ratio of cleaved to intact caspase-3. N=3–4. Columns and error bars are means and SDs, respectively. *, *p*<0.05 analyzed by Kruskal Wallis.

**Figure 5:**
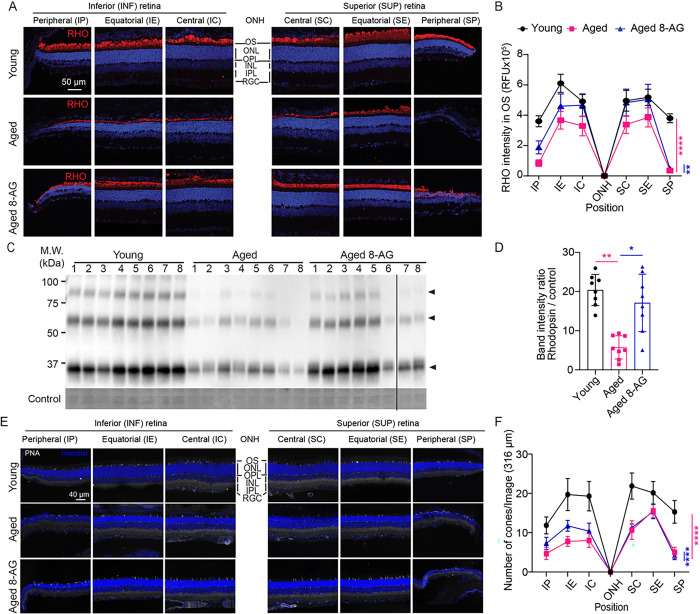
8-AG protects photoreceptors. The experimental Fischer 344 rats were untreated young (3 months), aged (24 months), or aged treated with 8-AG at 5 mg/kg bw daily in drinking water for 8 weeks starting at 22 months of age. Rats were euthanized at the end of treatment and eyes were enucleated and prepared for cryo-sectioning and immunostaining against rhodopsin (RHO) and peanut agglutinin (PNA) staining for cones. **A.** Immunofluorescence images of RHO (red) and Hoechst 33342 for nucleus (blue) on the superior (S) and inferior (I) sides of optic nerve head (ONH) at the central (SC&IC), equatorial (SE&IE) and peripheral (SP&IP) regions of retinal cryosections. Scale bar, 50 μm. **B.** Spidergram of RHO immunofluorescence intensity in the OS at different positions of the retinae. **C.** Immunoblots of RHO in rat retinae. Each number represents one rat retina. Arrowheads show tetramer, dimer, and monomer of RHO from top to bottom, respectively. **D.** Bar graph of RHO immunoblot intensity normalized by loading control. **E.** Immunofluorescence images of PNA and Hoechst 33342 for nucleus (blue) on the superior (S) and inferior (I) sides of optic nerve head (ONH) at SC&IC, SE&IE, and SP&IP regions of retinal cryosections. Scale bar, 40 μm. **F.** Spidergram of number of PNA positive cones at different positions of the retinae. Black circles, young rats; magenta squares, aged rats; blue triangles, aged rats treated with 8-AG. For spidergram, data points and error bars are means and SEMs. N=8. **, ****, P<0.05 and 0.0001 by two-way ANOVA. For bar graph, column and error bars are means and SD. N=8, *, **, P<0.05 and 0.01, respectively, by Kruskal Wallis.

**Figure 6:**
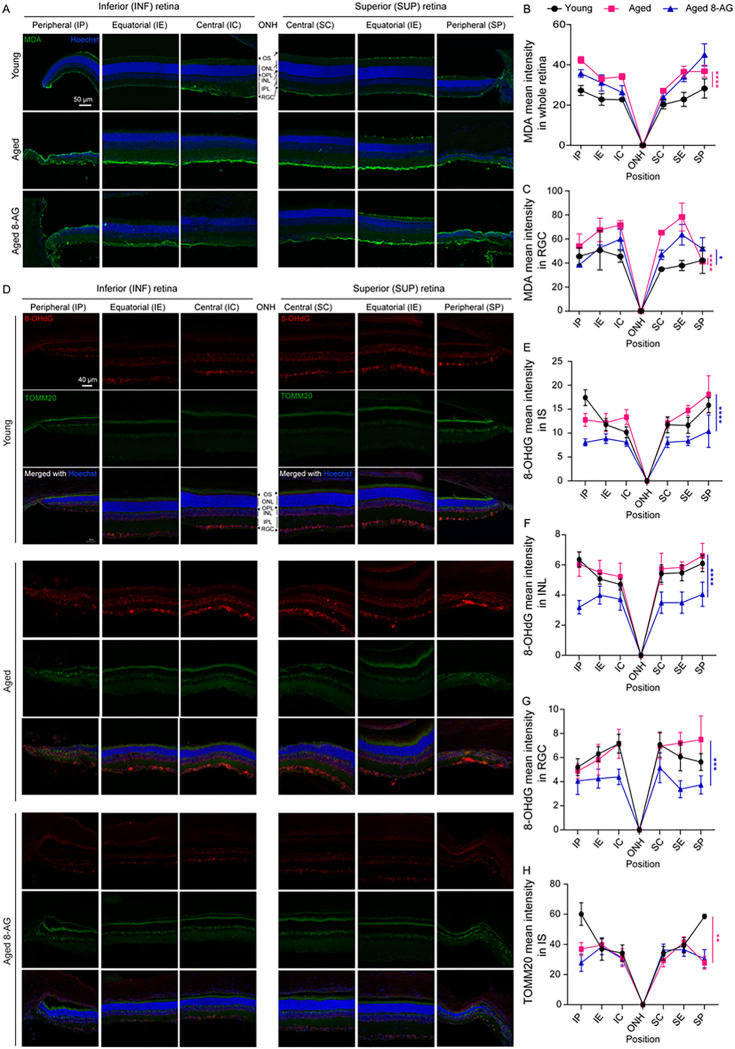
8-AG treatment reduces oxidated DNA damage in Fischer 344 rats. Aged Fischer 344 rats were treated with 8-AG at 5 mg/kg body weight (bw) daily for 8 weeks, starting at 22 months of age. Aged (24 months) and young (3 months of age) untreated rats received normal water. Rats were euthanized at the end of treatment and eyes were isolated and retinal cryosection were made for immunostaining against malondialdehyde (MDA) as an indicator of lipid peroxidation, 8-hydroxy-2’ -deoxyguanosine (8-OHdG) as a marker for oxidated DNA, and Translocase of Outer Mitochondrial Membrane 20 (TOMM20) as a mitochondrial marker. **A.** Immunofluorescence images of MDA imaged at six positions of the retinae from young, aged untreated, and aged 8-AG treated rats. ONH, optic nerve head; INF, inferior; Sup, superior; C, central; E, equatorial; P, peripheral. Green, MDA; and blue, Hoechst 33342 for nuclear staining. **B** and **C.** Spidergrams of MDA intensity in the whole retina and in the retinal ganglion cell layer (RGC), respectively. Data points represent the central, equatorial, and peripheral of INF and SUP parts of retina. **D.** Immunofluorescence images of the 8-OHdG (red), TOMM20 (green), and merged channel with Hoechst 33342 (blue) on retinal cryosections of young, aged and 8-AG treated aged rats. **E-G.** Spidergrams of immunofluorescence intensity of 8-OHdG on the inner segment layer (IS) (**E**), inner nuclear layer (INL) (**F**), and RGC layer (**G**). **H.** Spidergram of immunofluorescence intensity of TOMM20 on IS, where mitochondria reside in photoreceptors. N=3 for MDA staining, N=4–5 for 8-OHdG and TOMM20. Data points and error bars are means+SEM. * and ****, *P*<0.05 and 0.0001, respectively, analyzed by two-way ANOVA.

**Figure 7:**
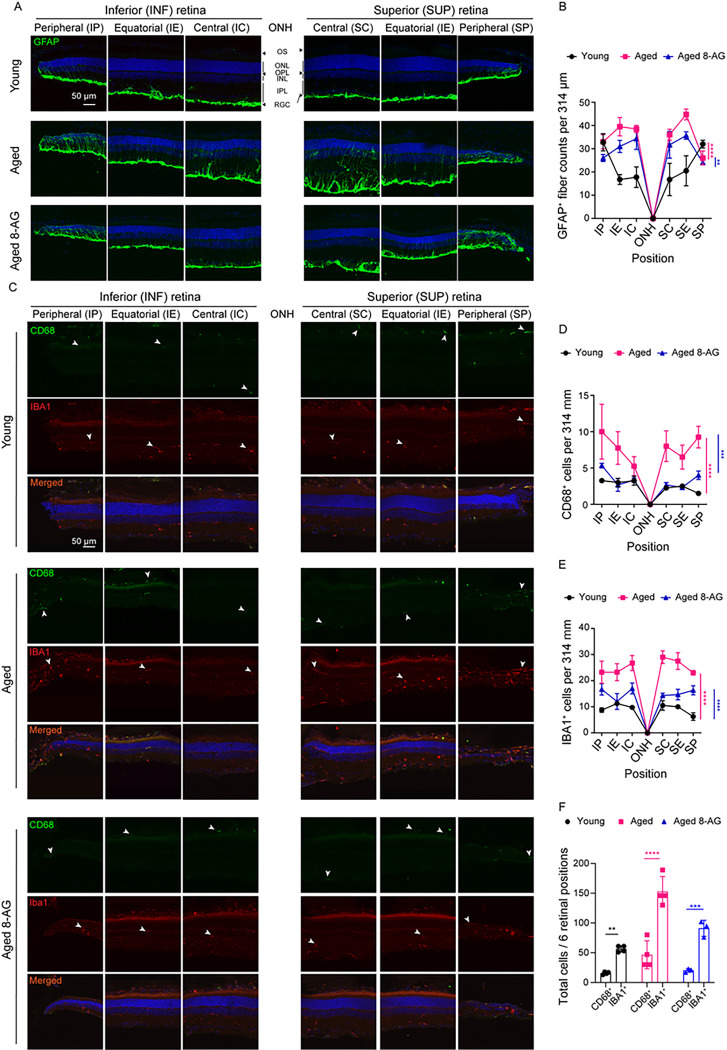
8-AG reduces the number of activated Müller glia and microglia/macrophages in aged Fischer 344 rat retinae. The experimental Fischer 344 rats were untreated young (3 months), aged (24 months), or aged treated with 8-AG at 5 mg/kg bw daily in drinking water for 8 weeks starting at 22 months of age. Rats were euthanized and eyes were enucleated and prepared for cryo-sectioning and immunostaining against glial fibrillary acidic protein (GFAP) as marker of activated Müller glia, the cluster of differentiation 68 (CD68) and ionized calcium-binding adaptor molecule 1 (IBA1) as markers of microglia/macrophages. Hoechst 33342 were used to stain the nucleus in blue. **A** and **C** are representative immunostaining images of GFAP (green in A), CD68 (green in C) and IBA1 (red in C) retinal cryosections on the superior (S) and inferior (I) sides of optic nerve head (ONH) at central (SC&IC), equatorial (SE&IE) and peripheral (SP&IP) regions of the retina. Scale bar, 50 μm. The white arrowheads in (C) indicate the CD68^+^ or IBA1^+^ cells in the retinae. **B, D,** and **E** are spidergrams of the numbers of GFAP^+^ fibers (B), CD68^+^ cells (D), and IBA1^+^ cells (E), respectively, at different retina positions, calculated from immunostainings shown in **A** and **C. F.** Bar graph represent the total CD68^+^ and IBA1^+^ cells in individual retinal at six positions. Black circles, young rats; magenta squares, aged rats; blue triangles, aged rats treated with 8-AG. N=3–4. Data points and error bars are means and SEMs in B, D, and E and means and SDs in F. **, ***, ****, *p*<0.01, 0.001 and 0.0001, respectively, analyzed by two-way ANOVA in B, D, E, and by Kruskal Wallis in F.

**Figure 8:**
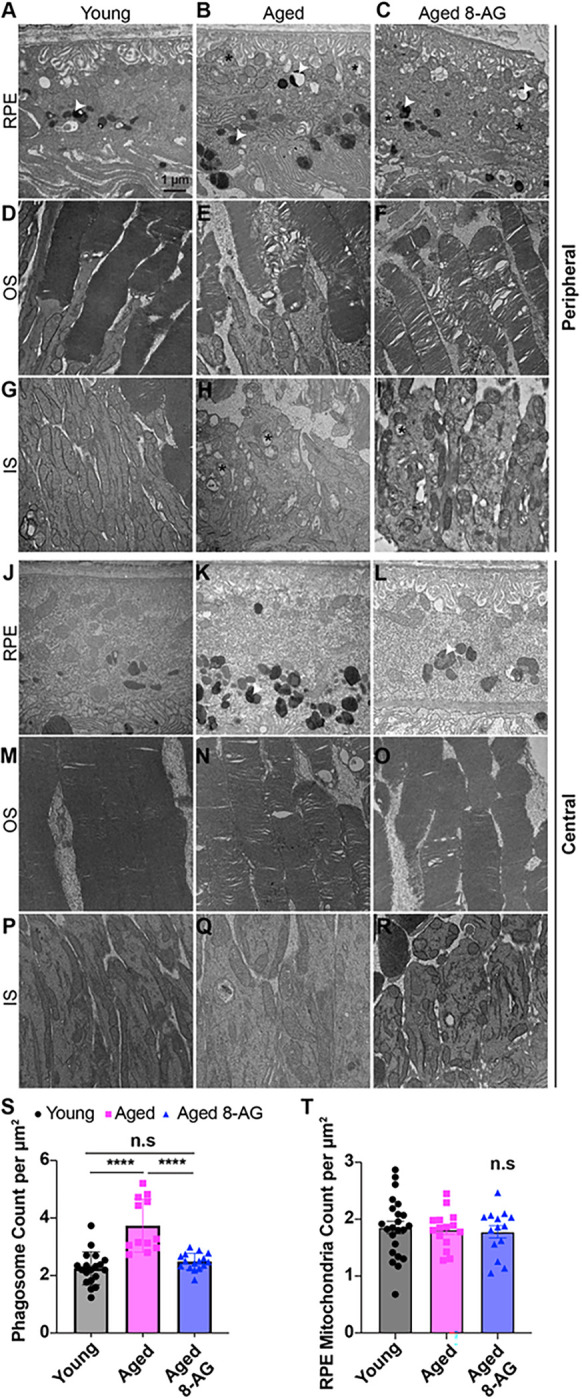
8-AG reduces the number of phagosomes in aged Fischer 344 rat retinae. Young (3 months), aged (24 months), or aged Fischer 344 rats treated with 8-AG at 5 mg/kg bw daily in drinking water for 8 wks. Rats were euthanized and enucleated eyes were processed for TEM. **A-R.** TEM images of young, aged, and aged 8-AG treated rat’s RPE (A-C and J-L), photoreceptor’s outer segment (OS) disc membrane (D-F and M-O) and inner segment (IS) (G-I and P-R) at peripheral (A-I) and central region (J-R) of the retina. **A-C** and **J-L.** TEM images of RPE from the peripheral and central region, respectively, show the autophagosome (white arrowhead) and mitochondria (black asterisk). **D-F** and **M-O.** TEM images show the integrity of photoreceptors’ OS disc membrane at the peripheral and central retina, respectively. **G-I** and **P-R.** TEM images of mitochondria (black asterisk) in the photoreceptor’s IS of the peripheral and central region of rat’s retina, respectively. **S** and **T.** Bar graph representing the number of phagosomes and mitochondria, respectively, in the RPE at the peripheral region of young (black circle), aged (magenta square), and aged 8-AG treated (blue triangle) rat’s retina. N=6–7. Data points and error bars in images S and T are means and SD, ****, indicate *p*<0.0001, analyzed by Kruskal Wallis.

**Figure 9:**
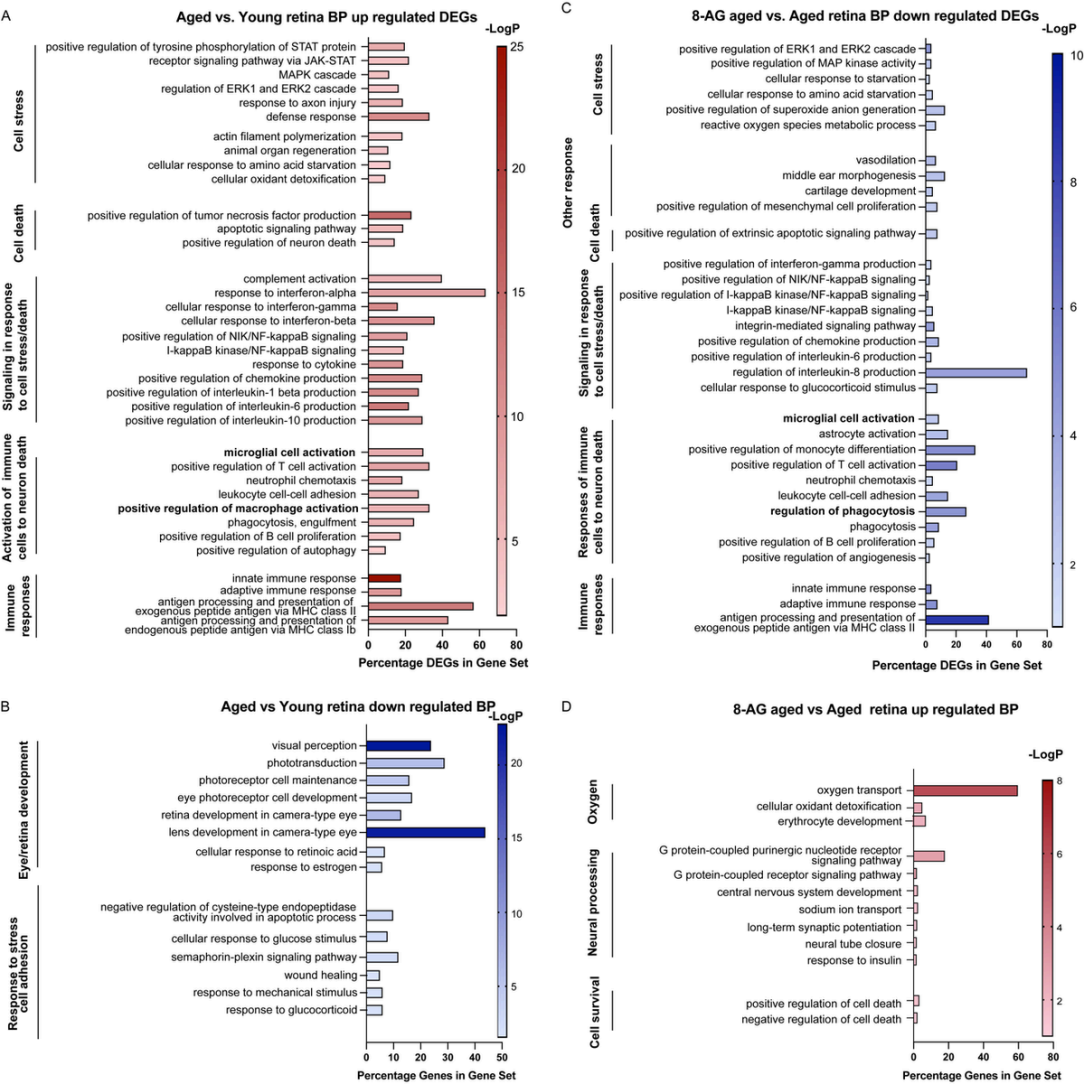
Transcriptomics reveal reduced immune and stress responses in 8-AG treated rats. Young, aged, and 8-AG-treated aged rats’ whole retinae were processed for transcriptomic analysis using bulk RNA-seq. The differentially expressed genes (DEGs) among aged untreated vs young and aged 8-AG treated vs aged untreated were identified which showed >1.5-fold changes with *p*-values of <0.05. Significantly affected biological processes were identified by gene ontology (GO) analysis. **A** and **B.** are the biological pathways (BPs) of up-regulated and down-regulated DEGs, respectively, in the aged untreated vs young rat’s whole retina. **C** and **D.** are the BPs of down-regulated and up-regulated DEGs, respectively, in the aged 8-AG treated vs aged rat’s whole retina. X-axis represents the percentage of genes in a gene set of certain BPs and the Y-axis represents the BPs. On the right-side labeling of all graphs list the cellular pathways.

**Figure 10:**
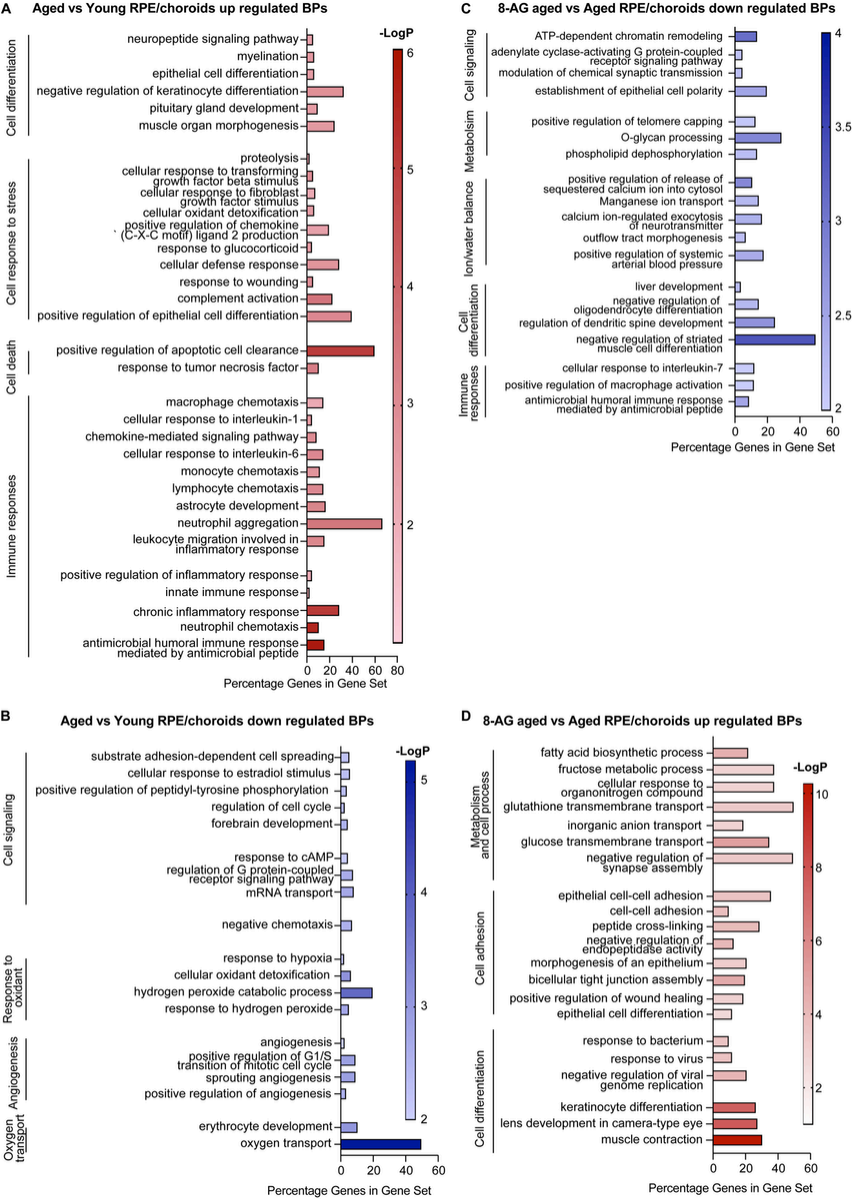
Transcriptomics of RPE/choroid reveals partial recovery of declined tight junctions and attenuation of upregulated inflammatory signals in 8-AG treated rats. RPE/choroids of young, aged, and 8-AG-treated aged rats were manually separated from the retinae were processed for transcriptomic analysis using bulk RNA-seq. Aged untreated vs young and aged 8-AG treated vs aged untreated DEGs were analyzed by GO to identify affected biological pathways (BPs). DEGs were identified with >1.5-fold changes with *P*-values <0.05. **A** and **B** are up- and down-regulated BPs, respectively, in RPEs/choroids from aged untreated vs young rats. **C** and **D.** are up and down-regulated BPs, respectively, in RPEs/choroids in aged 8-AG treated vs aged untreated rats. The X-axis represents the DEGs percentage in a gene set and the Y-axis represents the BPs. On the right side of all the graphs list the cellular pathways.

**Figure 11:**
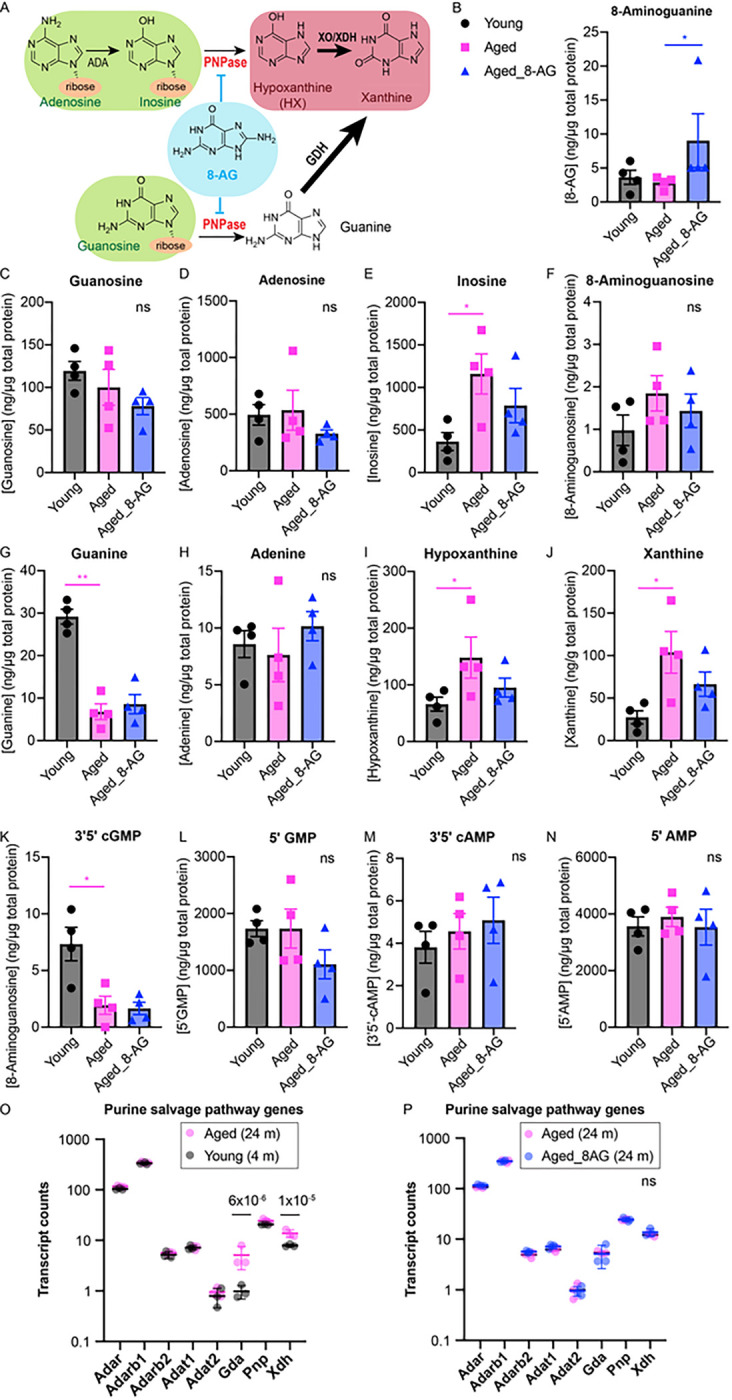
8-AG increases retinal levels of 8-AG (protective purine) and decreases levels of hypoxanthine and xanthine (damaging purines) in Fisher 344 rats. Retina from young, aged and 8-AG treated aged rats were harvested, lysed in buffer, and processed to assess the purine metabolome using UPLC-MS/MS. **A.** Cartoon shows the catabolism of purine nucleosides, inosine, and guanosine. The tissue-protecting purines are shown in green color background, tissue-damaging purines are in red color background, 8-aminoguanine (8-AG), in light blue color background shows the inhibition of PNPase in the reaction cascade. **B-N.** relative comparison of retinal purine metabolites from young (black circle), aged (magenta square) and aged rats treated with 8-AG for 8 weeks (blue triangle), normalized with the total protein in micrograms (ng of metabolite/μg of total protein). **B.** Quantity of 8-AG. **C.** Quantity of guanosine. **D.** Quantity of adenosine. **E.** Quantity of inosine. **F.** Quantity 8-aminoguanosine, **G.** Quantity of guanine. **H.** Quantity of adenine. **I.** Quantity of hypoxanthine. **J.** Quantity of xanthine. **K.** quantity of 3’5’-cGMP. **L.** Quantity of 5’-GMP. **M.** Quantity of 3’5’-cAMP. **N.** Quantity of 5’-AMP. N=4, statistical analysis to compare between samples was done using Kruskal–Wallis, *, *P*<0.05, ns is non-significant, data points and error bars are means and SDs, respectively. **O.** Bar plot of transcripts involved in the purine salvage pathway from young (black) and aged (magenta) rat retinae, using RNAseq data. **P.**Bar plot of transcripts involved in the purine salvage pathway from aged (magenta) and 8-AG treated aged (blue) rat retinae, using RNAseq data. N=3. Data and error bars are means+SD. Significant differences are labeled with *P*-values calculated by one-way ANOVA.

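None of the 8 purine genes was a DEG in 8-AG-treated against untreated aged retina: 0 had an adjusted p under 0.05, over the list alone or over all genes, and 0 had an unadjusted P under 0.05. The log2 fold changes lay between -0.22 and 0.08. Gda was at 5.44 ± 0.372 CPM with treatment, a log2 fold change of 0.08 (standard error 0.30), and its untreated level rested on aged library 2, without which the log2 fold change was 0.57. Xdh was at 12.2 ± 0.836 CPM, at -0.18 (standard error 0.14), and Pnp at 24.2 ± 0.843 CPM, at -0.02 (standard error 0.10). Adar was at -0.12 (standard error 0.07), with every treated library below every untreated one.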

**Figure 12:**
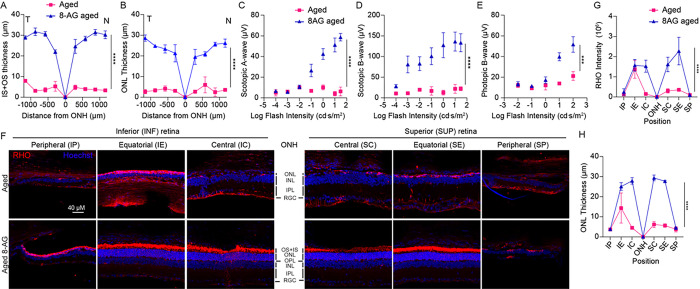
Long-term efficacy of 8-AG in Fischer 344 rats. The experimental Fischer 344 rats were untreated aged or aged treated with 8-AG at 5 mg/kg bw daily in drinking water for 17 weeks starting at 23 months of age. Rats were euthanized at the end of treatment (27 months) and SD-OCT, ERG, and IHC for rhodopsin (RHO) were performed. **A** and **B.** are the spidergrams for OS+IS thickness and ONL thickness, respectively measured from volumetric SD-OCT scanning. T and N represent temporal and nasal side of the retinae. magenta squares, aged rats; blue triangles, 8-AG treated aged rats. **C-E.** ERG response for scotopic a-wave **(C)**, scotopic b-wave **(D)**, and photopic b-wave **(E)**plotted as a function of flash intensity in semi-log format. **F.** Immunofluorescence images of RHO (red) and Hoechst 33342 for nucleus (blue) at central (SC&IC), equatorial (SE&IE) and peripheral (SP&IP) regions of the aged untreated and aged 8-AG treated rat retinae. **G** and **H.** Spidergrams of rhodopsin intensity in the OS+IS and ONL thickness **(I)**, measured from IHC images shown in **F.** Data points and error bars are means and SEMs. N=2 for untreated retinae, N=4 for 8-AG for treated retinae. ****, 0.0001 by two-way ANOVA between aged untreated and aged 8-AG treated. (This data set has a low sample size because the average rat life span is 24 months, only one-two animal survived at 27 months for each group).

**Figure 13:**
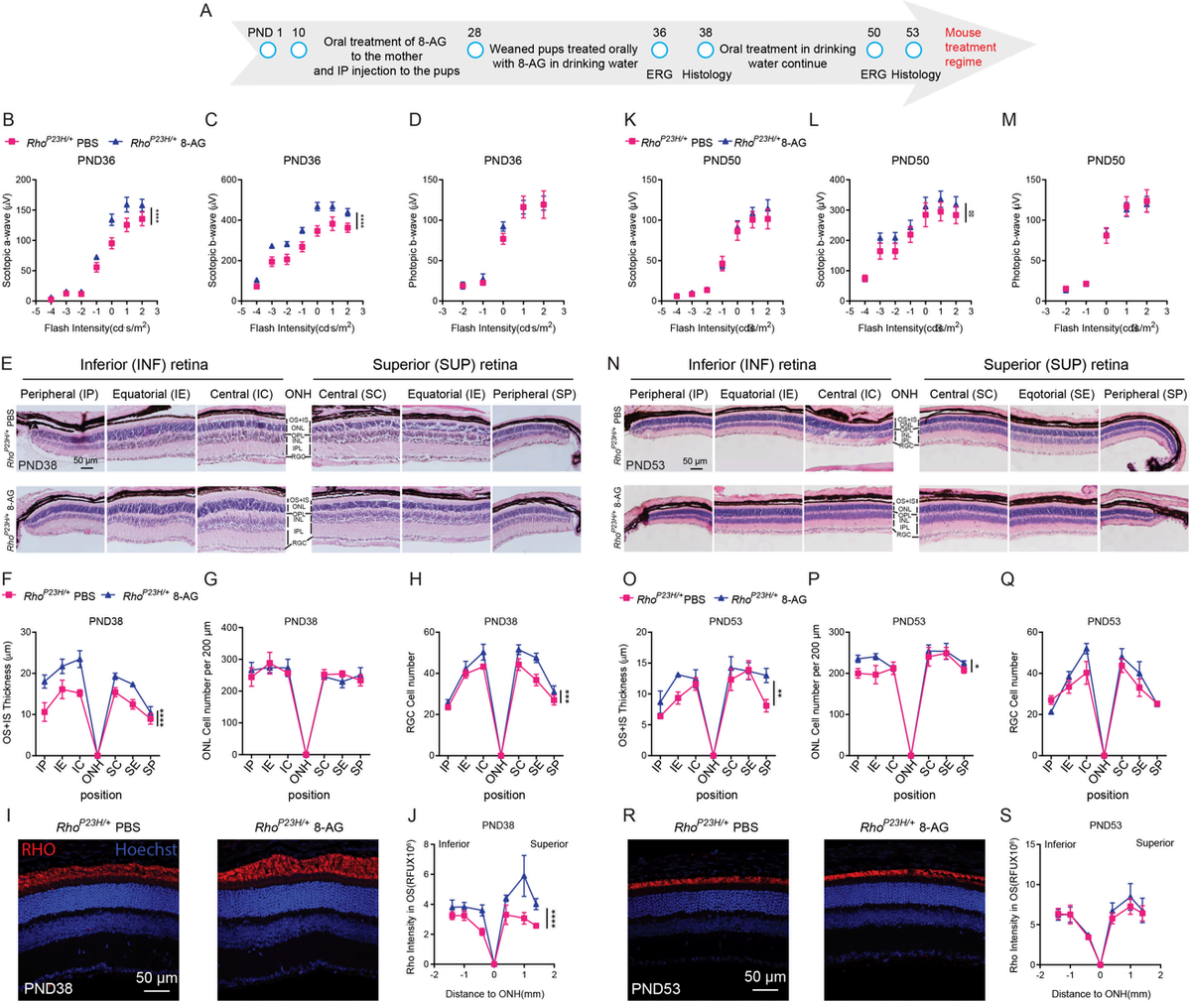
8-AG protects retinae of *Rho*^*P23H/+*^ knock-in mice. **A.** *Rho*^*P23H/+*^ mice treated with 8-AG at 11 mg/kg bw daily starting at PND 10 as shown in the treatment regimen in **A.** ERG recordings were performed at PND 36 and 50 for animals with 2 and 4 weeks of treatment, respectively. Mice were euthanized and eyes were enucleated at PND 38 and PND 53 for H&E staining or immunohistochemistry on retinal cross-sections. PBS-treated animals are used as vehicle control. **B-J** are data set obtained from animals treated with 8-AG or vehicle for 2 weeks. **K-S** are data sets from animals treated with 8-AG or vehicle for 4 weeks. **B**&**K, C**&**L,** and **D**&**M** are scotopic a-wave, b-wave and photopic b-wave responses plotted as a function of flash intensity in semi-log format at PND 36 and 50, respectively. Magenta squares, PBS-treated *Rho*^*P23H/+*^ mice; and blue triangles, 8-AG-treated *Rho*^*P23H/+*^ mice. N=4. **E**&**N** are hematoxylin and eosin staining images on the superior (S) and inferior (I) sides of optic nerve head (ONH) at central (SC&IC), equatorial (SE&IE) and peripheral (SP&IP) regions of retinal paraffin sections, Scale bar, 50 μm. **F**&**O, G**&**P,** and **H**&**Q** show the spidergrams of OS+IS thickness, ONL cell number, and RGC cell number per 200 μm retinal section, respectively, at PND 38 and 53. **I**&**R** are the representative immunofluorescence image of mice retinal cross-sections at central position at PND38 and 53, respectively. Red, RHO; and blue, Hoechst33343 for nucleus staining. Scale bar, 50 μm. **J**&**S** are spidergrams of RHO intensity in OS at different positions of the retinae generated from I and R, respectively. N=5. Data points and error bars are means and SEMs, respectively. *, **, ***, ****, P<0.05,0.01,0.001, and 0.0001, respectively, by two-way ANOVA.

**Figure 14:**
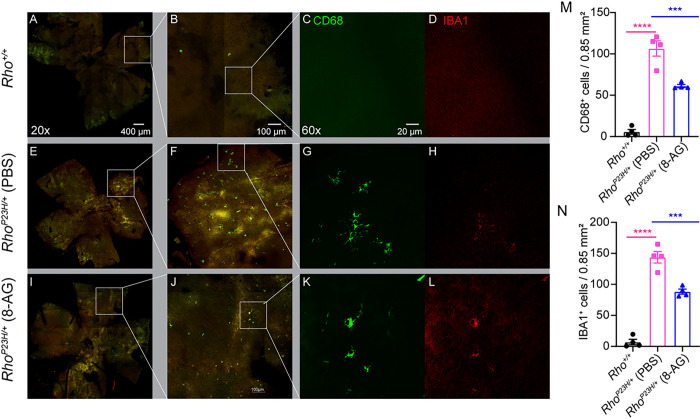
8-AG reduces macrophages in *Rho*^*P23H/+*^ knock-in mice. *Rho*^*P23H/+*^ mice were treated with 8-AG at 11 mg/kg bw via daily IP injections from PND 10 to 28 followed by oral 8-AG treatment (Fig 11A). Mice were euthanized and eyes were enucleated for retinal flat mount immunostaining. **A-L.** Immunofluorescence images of retinal flat mounts stained with CD68 and IBA1 as markers of microglia/macrophages. **A-D.** Top panels, retina from *Rho*^*+/+*^ mice; **E-H** middle panels, retina from *Rho*^*P23H/+*^ mice treated with PBS control; and **I-L** bottom panel, retinae from *Rho*^*P23H/+*^ treated with 8-AG. Images from left to right are stitched composite images of whole retinae (A, E, and I) from images obtained at 20x objective with the scale bar at 400 μm; enlarged retinal flat-mount images (B, F, and J) with composite channels of red and green under 20x objective with the scale bar at 100 μm; immunofluorescence of CD68 staining (**C, G,** and **K**) in green under 60x objective with the scale bar at 20 μm; and immunofluorescence images of IBA1 (**D, H,** and **L**) staining in red under 60 x objective. White squares indicate the regions of where the enlarged images shown on the right were taken. **M** and **N.** Bar graphs of CD68^+^ and IBA1^+^ cells number per 0.85 mm^2^ area, respectively. N=4. Bar heights and error bars are means and SDs, respectively. ***, *p*<0.001 and 0.0001, respectively, analyzed by one-way ANOVA.

## Data Availability

RNAseq data generated in this study have been deposited in GEO and GEO accession number GSE254123. All procedures were approved by the University of Pittsburgh Institutional Biosafety Committee (IBC): IBC201700072. The rest of the materials and methods are described in Supplementary Materials.

How the deposited data were processed for this re-analysis (not part of the article)

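Data. The retina values are RSEM expected counts per gene as the authors deposited them, estimated from the aligned reads of 9 libraries and not normalized; 11.5% of the values are not whole numbers, and all were rounded. The RPE/choroid values are raw read counts per gene as the authors deposited them, for 9 libraries. Aligner, counting program, genome build and annotation are not named in the paper's text, which refers its further methods to a supplement that was not used here.

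The authors also deposited tables of their own comparisons. Their retina tables give a signed fold change, used here as a score for direction, with a P and an FDR, which are p-value columns from the authors' test. The RPE/choroid tables, as deposited, give the log2 fold change that the authors estimated from their counts, with a p-value and an adjusted p-value, under column names that DESeq2 writes. The authors' tables served to count DEGs by their own values and are marked as theirs wherever they are used. A table of TMM-normalized signal that the authors deposited for retina served only to pair gene symbols with identifiers, and the authors' normalized RPE/choroid counts were not used.

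Identifiers. The retina table holds 32285 genes and the RPE/choroid table 32552, of which 31938 are in both. Symbols came from the authors' tables. Of 14706 identifiers named both by the tables and by matching values, 13428 had the same name (91.3%), and 1282 were named by matching values only. Names the paper spells differently were read as Ttr and C3ar1. C4a was taken as ENSRNOG00000000443, which holds 97.4% of the counts given to that name. Names of marker lists with no match were left out.

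Groups. Each tissue has 3 young, 3 aged and 3 8-AG-treated aged libraries, and replicate numbers carry no order. The tissues were never tested against each other in level. All libraries were used. Sequencing reads, the mature microRNAs, the gene ontology enrichment and the protein measurements were not analysed here.

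Tests. Each comparison was fitted to its own 6 libraries with edgeR 4.0.16 in R 4.3.3: filterByExpr with default settings, TMM normalization, estimateDisp, glmQLFit with robust=TRUE and glmQLFTest. A DEG has a fold change over 1.5 and an unadjusted P under 0.05, which is the paper's rule; the Benjamini-Hochberg adjusted p runs over all genes tested in a comparison. The standard error of a log2 fold change is its absolute value divided by the square root of F. Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over the marker lists of a comparison, and again with fry and with an estimated correlation. The lists are 15 marker lists written from general knowledge of cell types, 12 lists of genes the paper names, a list of proteins the paper stained, and a list of sex-linked genes. A fold change against a group with no counts is a bound, with a floor of 3 counts over the group's libraries. The aging change was compared between tissues with an interaction term over 16792 genes. The relation between the 8-AG change and the aging change used a prior count of 2, 100 simulations, 20 labellings of the aged and treated libraries, and a version in which each change has its own aged libraries.

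Named genes. A gene is named in the text if the paper names it for that comparison, or if it is among the 3 largest increases or 3 largest decreases with an adjusted p under 0.05, a mean log2 CPM of at least 1, no overlap between groups and a symbol. Genes of a marker list are named where they carry its result. Clca4l is the exception. A few genes that meet this rule are not reported.

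Alternatives. Set before the data were examined were RLE size factors, the Wald test of DESeq2 1.42.0, no filter, at least 10 counts in every library, all 3 groups in one fit, a replicate block, robust=FALSE, expected counts not rounded, libraries sharing a label number summed, and leaving out each library in turn for genes. Added afterwards were a rod photoreceptor score as a covariate in RPE/choroid, and leaving out each library in turn for the list tests and for the relation.

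Precision. Changes simulated into libraries of the same depth and spread were recovered by the rule for 94.3% of genes in aged against young retina, 96.0% in 8-AG-treated against aged retina, 71.4% in aged against young RPE/choroid and 60.1% in 8-AG-treated against aged RPE/choroid. At an adjusted p under 0.05 the shares were 87.6%, 85.4%, 24.1% and 0%. All simulated changes were larger than the rule's limit of 1.5-fold, so these shares say nothing of smaller changes. The common dispersion was 0.0147, 0.0179, 0.195 and 0.396 in the same order. The rule also called 148, 206, 600 and 667 unchanged genes. Tables were made with Python 3.11.15, pandas 2.3.3 and SciPy 1.17.1, and figures with matplotlib 3.10.9.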

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

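The tests of neural retina, of 8-AG library 1 and of surface epithelium in retina were chosen only after the result was seen.

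The paper does not compare 8-AG-treated with young retina. In that comparison 2163 genes had an adjusted p under 0.05, and 945 were higher and 303 lower by the rule. The real grouping was 1 of 10 splits with as many DEGs, the next split having 228, which is the lowest share that 3 libraries against 3 allow. Interferon response genes had a median log2 fold change of 1.82 (camera, adjusted p = 5.6e-52), microglia genes 1.73 (5.6e-24), MHC class II genes 1.83 (1.1e-10) and surface epithelium genes 2.84 (4.0e-08), and these 4 lists held with fry. Rod genes were at -0.46, lens genes at -2.55 and erythrocyte genes at 1.27 with camera alone. The total RNA label of the treated libraries, against which the deposited protocol gives poly-A capture, is argued against by a median of -0.23 for transcripts without a poly-A tail in treated against aged retina. Untreated aged retina also had higher interferon response genes (2.23) and microglia genes (1.97) than young retina, and 3 genes had an adjusted p under 0.05 between treated and aged retina. An effect of age that treatment leaves in place stays open and untested.

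Surface epithelium genes were higher in 8-AG-treated than in aged retina, with a median log2 fold change of 2.69 (camera, adjusted p = 2.6e-35; fry, adjusted p = 0.029). Their sums were 58.7, 31.6 and 44.7 CPM in the treated libraries and 3.74 to 10.6 CPM in the others. Of 14 genes 9 were higher in every treated library than in the 6 others, where chance gives 1.19% per gene. Only 2 of the 14 are at 1 CPM or more in young retina. Surface epithelium carried into the treated libraries and an effect of 8-AG would both raise these genes in every treated library, so they cannot be told apart.

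Lens genes were lower in aged than in young retina, with a median log2 fold change of -9.24. The young libraries varied from 179 to 6977 CPM, and 8-AG library 1 held 1894 CPM. Lens fibre genes other than crystallins, 3 in number, also fell, with a median of -1.56. All 15 lens genes tested were already lower, so this fall adds little. It cannot tell lens tissue carried into some libraries from an effect of age. An effect of age on crystallin expression within the retina stays open and untested.

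Genes of other tissues were higher in 8-AG-treated than in aged RPE/choroid: skeletal muscle at a median log2 fold change of 4.13, surface epithelium at 4.71 and lens at 2.62. Each list varied at least 5.08-fold between treated libraries, so neighbouring tissue carried into some of them may account for it. In 8-AG library 1 muscle and surface epithelium genes were at least 5.51-fold above the next treated library, and without that library the medians were -0.0056 for muscle and 2.55 for surface epithelium. None of the lists held with fry. An effect of 8-AG on these genes stays open and untested.

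Rod photoreceptor genes varied 89.0-fold between RPE/choroid libraries, from 628 to 55908 CPM. Neural retina carried into some libraries would bring cone and ganglion cell genes along. Over 9 libraries the cone list followed the rod list with a Pearson r of 0.942 and a Spearman rho of 0.817, and the ganglion cell list with 0.921 and 0.783 (exact permutation p of r 0.0010 and 0.0017, adjusted over 3 relations 0.0026 for both). Without the 2 farthest libraries r was 0.949 and 0.943. For the Mueller glia list r was -0.0536 and rho 0.167, and r was 0.466 without the 2 farthest libraries. The libraries fall into a lower set of 4 and a higher set of 5, too few to test the relation within a set. Most of this spread lies within groups, at 2046 to 20204 CPM in young, 628 to 16997 CPM in aged and 896 to 55908 CPM in treated rats, and no biological explanation of it was tested.

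The change with age differed between retina and RPE/choroid for 27 genes with an adjusted p under 0.05. In 15 of 100 relabellings, the real one included, as many genes did, so chance may account for this number. Among marker lists the median difference, retina minus RPE/choroid, was 2.14 for MHC class II (camera, adjusted p = 1.2e-06; fry, 0.10), 2.03 for interferon response (1.6e-57; 0.0090), 1.80 for microglia (4.2e-22; 0.029), -5.55 for lens (6.3e-15; 0.10) and 5.55 for erythrocyte genes (2.6e-08; 0.10). The lists were not tested by relabelling. A tissue-specific effect of age stays open and untested.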

How the results depend on the processing

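The fits with a rod photoreceptor covariate, and the list tests and relations with one library left out, were chosen only after results were seen. The other alternatives were chosen beforehand. Values under the reported choice stand in brackets. The cause was not tested for any change, unless the construction of the alternative gives it.

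With DESeq2, 8-AG-treated against aged retina gave 123 higher genes (77) and 18 at an adjusted p under 0.05 (3). In RPE/choroid DESeq2 gave about 2.5e+02 higher genes, 64.6% of its DEGs (115), and 28 at an adjusted p under 0.05 (0, with 341 at an unadjusted P under 0.05) in aged against young rats. In 8-AG-treated against aged rats it gave 578 higher (201), 177 lower (68) and 81 at an adjusted p under 0.05 (0, with 274 unadjusted). In 8-AG-treated against young rats it gave 748 higher (277), 107 lower (45) and 100 at an adjusted p under 0.05 (0, with 341 unadjusted).

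Without the filter, which lets more genes be tested, 8-AG-treated against aged retina gave 182 higher, 136 lower (63) and 10 at an adjusted p under 0.05. In RPE/choroid there were 217 higher genes in aged against young rats, 378 higher and 125 lower in 8-AG-treated against aged rats, and 505 higher and 92 lower in 8-AG-treated against young rats. With at least 10 counts in every library, which tests fewer genes, 8-AG-treated against aged retina gave 46 higher and 0 at an adjusted p under 0.05 (494 unadjusted). With robust=FALSE it gave 0 (566 unadjusted).

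With all 3 groups in one fit, RPE/choroid gave 45 lower genes in aged against young rats (102), 354 higher and 111 lower in 8-AG-treated against aged rats, and 460 higher in 8-AG-treated against young rats. With libraries that share a label number summed, which leaves fewer libraries, there were 63 higher and 22 lower in 8-AG-treated against aged RPE/choroid, and 87 higher and 25 lower in 8-AG-treated against young RPE/choroid.

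Replicate numbers do not pair the libraries: the mean correlation between libraries of different groups with the same number was 0.0313 in retina and 0.0613 in RPE/choroid. With a replicate block all the same, 8-AG-treated against aged retina gave 0 genes at an adjusted p under 0.05 (689 unadjusted), aged against young RPE/choroid 74 higher and 64 lower, and 8-AG-treated against young RPE/choroid 96 higher.

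With the rod score as a covariate, aged against young RPE/choroid gave 900 higher, 239 lower and 1 at an adjusted p under 0.05. The same model gave 413 higher and 632 lower in 8-AG-treated against aged rats, and 1164 higher and 2037 lower in 8-AG-treated against young rats, so that 39.5% and 36.4% of the DEGs were higher (74.7% and 86.0%).

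Marker lists at an adjusted p under 0.05 numbered 3 with fry and 0 with an estimated correlation in aged against young retina (6), 1 and 1 in 8-AG-treated against aged retina (6), 0 and 0 in aged against young RPE/choroid (5), 0 and 0 in 8-AG-treated against aged RPE/choroid (8), 4 and 2 in 8-AG-treated against young retina (7), and 0 and 0 in 8-AG-treated against young RPE/choroid (3).

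The relation of the 8-AG change to the aging change in retina (r of -0.345) was -0.205 as Spearman's rho, -0.619 over the genes past the rule and -0.134 with separate aged libraries. In RPE/choroid (-0.239) it was -0.528 over the genes past the rule and 0.262 with separate aged libraries, the reverse direction. Simulations without any effect gave -0.443 to -0.373 under the reported choice and -0.0361 to 0.0324 with separate libraries, both below the real values. Over the genes past the rule they gave -0.449 to -0.0239, above the real value. Those genes were chosen with the real aged libraries and not chosen again in the simulations. That favours a low real value in both tissues, so this comparison decides nothing. These ranges are too narrow, since each gene was drawn on its own. With one library left out, r lay between -0.432 and -0.249 in retina and between -0.453 and -0.0805 in RPE/choroid.

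Leaving out one library changed these counts. Genes at an adjusted p under 0.05 ran from 1245 (without young library 2) to 2312 in aged against young retina (2122), from 1026 (without young library 2) to 2451 in 8-AG-treated against young retina (2163), and from 0 (without aged library 1) to 3 in 8-AG-treated against aged retina. In that last comparison higher genes ran from 72 to 143 (without 8-AG library 2) and lower genes from 70 to 143 (without aged library 2). In aged against young RPE/choroid, without aged library 2, higher genes went to 211 (lowest 107) and lower genes to 203 (lowest 97), and marker lists ran from 3 (without young library 2) to 11 (without young library 3). In 8-AG-treated against aged RPE/choroid higher genes ran from 68 (without aged library 2) to 578 (without 8-AG library 2). Lower genes ran from 18 to 286 (without 8-AG library 1). Lower genes outnumbered higher ones without aged library 3 (167 against 89) and without 8-AG library 1 (286 against 268). Against young rats, higher genes ran from 93 (without young library 1) to 882 (without 8-AG library 2), lower genes from 18 to 338 (without 8-AG library 1), and marker lists from 7 to 9.

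Among the lists with an adjusted p under 0.05, a median changed its sign in 6 cases, and medians of other lists changed theirs too. In 8-AG-treated against aged retina, MHC class II ran from -1.44 to 0.32 and erythrocyte genes from -1.78 to 0.042, both highest without aged library 2. In 8-AG-treated against aged RPE/choroid, MHC class II ran from -0.89 to 0.15, microglia from -0.56 to 0.10 and skeletal muscle from -0.0056 to 8.50, with the reversal without 8-AG library 1. Against young RPE/choroid skeletal muscle ran from -0.54 (without 8-AG library 1) to 9.44.

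For named genes, 957 of the values under other choices kept their call, 22 gained one and 48 lost one; with one library left out these were 648, 10 and 79. The numbers of DEGs in aged against young and in 8-AG-treated against young retina stayed within 1.5-fold throughout.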

Differences from the paper's values

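The paper gives 293 genes as higher and 814 as lower in aged than in young retina; here 941 were higher and 348 lower. None of the alternatives set before the data were examined brings either number within 1.5-fold of the paper's, and leaving out a library does not either. The authors' deposited table gives 993 higher and 386 lower by the same rule. With the paper's directions exchanged, 941 would stand beside 814 and 348 beside 293.

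For 8-AG-treated against aged RPE/choroid the paper gives 519 higher and 140 lower genes; here 201 were higher and 68 lower. Of the alternatives set before the data were examined, DESeq2 (578 and 177), no filter (378 and 125) and all 3 groups in one fit (354 and 111) close both gaps, as does leaving out 8-AG library 2 (578 and 155); leaving out aged library 3 closes the second (167). RLE size factors, at least 10 counts in every library, the replicate block, robust=FALSE and summed libraries do not close either. The authors' deposited table gives 519 and 140.

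The paper lists 9 complement genes as lowered by 8-AG in retina. Here 7 were tested and none was called, 5 lower and 2 higher; C3ar1 and C5ar1 were higher. C3ar1 was called higher without 8-AG library 2, with all 3 groups in one fit and with at least 10 counts in every library. In the authors' deposited table C1qa has a fold change of -1.29 and C3ar1 one of 1.58.

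The paper states that Ghrhr, Gpr171 and Mir-124 change with 8-AG in retina. Here Ghrhr and Gpr171 did not pass the filter and were called under no setting, and Mir124-1 and Mir124-2 had 0 counts. The paper states that oxygen transport rises; the erythrocyte list had a median of -1.18, or 0.042 without aged library 2. The paper states that microglial and neutrophil pathways fall in treated retina; the microglia list had a median of -0.16 (camera, adjusted p = 0.16), or 0.16 without aged library 2, and the neutrophil list one of 0.32 (0.15). For the antimicrobial response that the paper states is lowered in treated RPE/choroid, the neutrophil list had a median of 0.35 (0.91), or -1.19 without 8-AG library 3.

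The paper gives Cd68 as higher in aged retina. It did not pass the filter here; DESeq2, no filter, all 3 groups in one fit and 5 of 6 fits with a library left out called it, that without aged library 2 being the exception.

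Of the genes the paper gives as higher in aged RPE/choroid, Cfi, Ccl2, Postn and Reg3g were not called here. Cfi was called with DESeq2, no filter and all 3 groups in one fit; Ccl2 and Postn with DESeq2 and without aged library 2; Reg3g with DESeq2, no filter, summed libraries, and without young library 1, 2 or 3 or aged library 1. The rod covariate, chosen after seeing the values, called Cfi, Ccl2 and Postn.

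Of those the paper gives as lower, Tek, Sema3g, Dusp1, Xiap and Adipoq were not called here. Sema3g was called with DESeq2 and without aged library 1, Dusp1 with DESeq2 and without young library 2, Xiap with no filter and without young library 3, and Adipoq with DESeq2 and without young library 3. The rod covariate, chosen after seeing the values, called Tek and Xiap.

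Of the claudins the paper gives as higher in treated RPE/choroid, Cldn3, Cldn7, Cldn19 and Cldn23 were not called here. Cldn3 was called with DESeq2, no filter, and without aged library 1 or 8-AG library 2; Cldn7 with DESeq2 and no filter; Cldn19 with DESeq2, no filter, all 3 groups in one fit, and without 8-AG library 1 or 2; Cldn23 with DESeq2, the replicate block and without 8-AG library 2. The rod covariate, chosen after seeing the values, called Cldn23.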

Other observations

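The tests of claudin levels between libraries, of rod list labellings and of MHC class II without 1 aged library, and the list tests with a library left out, were chosen only after the result was seen.

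The number of DEGs set the real grouping apart in aged against young retina, where it was 1 of 10 splits with as many DEGs, the next split having 183. In the other comparisons as many or more DEGs came from 6 of 10 splits in 8-AG-treated against aged retina, 7 in aged against young RPE/choroid, 5 in 8-AG-treated against aged RPE/choroid and 4 in 8-AG-treated against young RPE/choroid. For 8-AG-treated against young retina it was 1. For marker lists the splits with as many numbered 5 in aged against young retina, 3 in 8-AG-treated against aged retina, 7 and 6 in the same comparisons of RPE/choroid, 5 in 8-AG-treated against young retina and 10 in 8-AG-treated against young RPE/choroid. Outside the retina comparisons with young rats, an effect and differences between libraries alone cannot be told apart by these numbers, and with 10 splits a share under 0.1 is out of reach in those too. Effects of age and of 8-AG smaller than this depth shows stay open and untested.

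Immune genes were higher in aged retina. A lower share of rods would raise every other cell type alike, but the microglia median exceeded the higher of the ganglion cell and Mueller glia medians by 1.81, which argues against it; ganglion cell genes were at 0.09 (camera, adjusted p = 0.56) and Mueller glia genes at 0.16 (0.52). MHC class II genes stayed higher without aged library 2, at 1.98, which argues against that library alone. More immune cells and more expression per cell both stay open and untested.

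The 8-AG change ran opposite to the aging change in retina. With separate aged libraries r was -0.134, and 7 of 20 labellings gave an r as low as the real one, so that an effect of 8-AG, shared libraries and differences between libraries alone cannot be told apart. In RPE/choroid r was -0.239 but 0.262 with separate libraries, and 19 of 20 labellings gave an r as low, so shared aged libraries may account for its sign. A reversal of aging by 8-AG stays open.

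Treated retina differed from aged retina, and its labels say total RNA, though the deposited protocol describes poly-A capture. Transcripts without a poly-A tail had a median of -0.23, which argues against a total RNA preparation. Rod genes were higher with treatment, with a median of 0.19 (camera, adjusted p = 1.3e-05; fry, 0.63), and 4 of 20 labellings gave a difference as high, so that rod protection by 8-AG and differences between libraries alone cannot be told apart. Sag was at -0.02, Pde6b at 0.09 and Tomm20 at 0.12, none called.

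Haemoglobin genes were lower in aged RPE/choroid. Slc4a1, a red cell membrane gene, fell as well, at -1.86, which is consistent with a different amount of blood left in the tissue, while Ahsp, at 2.42 CPM or less, moved the other way, at 0.78. The erythrocyte list had a median of -2.97 (camera, adjusted p = 8.2e-06), or -1.70 without young library 3. An effect of age on haemoglobin expression stays open and untested.

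Mbp was higher in aged RPE/choroid. The other 12 oligodendrocyte and Schwann cell genes had a median of 0.34, with Schwann cell genes at 0.91 (camera, adjusted p = 2.4e-07) and oligodendrocyte genes at 0.10 (0.53), so that myelinated nerve carried into some libraries and an effect of age cannot be told apart.

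Claudins were higher in treated RPE/choroid. Cldn3, Cldn4, Cldn7 and Cldn23 each varied at least 17.6-fold between treated libraries and were highest in 8-AG library 1, so epithelial tissue carried into some treated libraries may account for them. Cldn2 and Cldn19 were highest in 8-AG library 3 instead. An effect of 8-AG on junctions stays open and untested.

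The remaining lists had these medians, with adjusted p from camera. In aged against young retina: erythrocyte 2.38 (0.024), skeletal muscle -0.03 (0.77), surface epithelium 0.12 (0.77), oligodendrocyte -0.17 (0.67) and Schwann cell -0.81 (0.77); erythrocyte genes were at 1.14 without aged library 2. In 8-AG-treated against aged retina: cone 0.11 (0.064), ganglion cell 0.08 (0.038), Mueller glia 0.02 (0.58), lens 1.22 (0.055), skeletal muscle 0.23 (0.29), oligodendrocyte 0.17 (0.064) and Schwann cell 0.42 (0.29); lens genes were at 0.34 without 8-AG library 1 and had an adjusted p under 0.05 in the other 5 fits. In aged against young RPE/choroid: rod -0.45 (0.058), cone -0.01 (0.84), ganglion cell -0.09 (0.62), Mueller glia 0.25 (0.27), lens -3.40 (8.3e-06), skeletal muscle -0.28 (0.99) and surface epithelium -0.08 (0.60); lens genes were at -0.22 without young library 2. Single libraries decide most of these medians: skeletal muscle ran from -4.94 without aged library 1 to 5.47 without young library 2, rod from -1.01 to 0.10, cone from -0.59 to 0.65 and ganglion cell genes from -0.54 to 0.29, with an adjusted p under 0.05 in 3, 3, 3 and 2 of 6 fits. In 8-AG-treated against aged RPE/choroid: rod 1.01 (0.91), cone 0.42 (0.91), ganglion cell 0.28 (0.90), Mueller glia 0.24 (0.69), erythrocyte 2.42 (5.8e-05), oligodendrocyte 0.08 (0.91) and Schwann cell 0.30 (0.65); rod genes were at -3.38, cone genes at -2.72 and ganglion cell genes at -1.40 without 8-AG library 1, Schwann cell genes at -1.33 without 8-AG library 2, and erythrocyte genes at 0.83 without 8-AG library 3.

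Against young rats, treated retina had medians of 0.63 for neutrophil (0.52), -0.14 for cone (0.91), 0.19 for ganglion cell (0.11), 0.13 for Mueller glia (0.61), 0.23 for skeletal muscle (0.91), 0.00 for oligodendrocyte (0.91) and -0.39 for Schwann cell genes (0.91). Treated RPE/choroid had 0.47 for interferon response (1.4e-07), 3.53 for skeletal muscle (5.9e-06), 4.82 for surface epithelium (1.8e-08), -0.40 for MHC class II (0.053), -0.15 for microglia (0.12), -0.18 for T and B cell (0.12), 1.01 for neutrophil (0.22), 0.53 for rod (0.29), 0.40 for cone (0.93), 0.06 for ganglion cell (0.66), 0.55 for Mueller glia (0.12), -0.55 for lens (0.70), -0.53 for erythrocyte (0.66), 0.18 for oligodendrocyte (0.70) and 1.21 for Schwann cell genes (0.12). Without 8-AG library 1 skeletal muscle genes were at -0.54 and rod genes at -3.85, without 8-AG library 3 neutrophil genes were at -0.87 and erythrocyte genes at -2.03, without 8-AG library 2 Schwann cell genes were at -0.48, and without young library 2 lens genes were at 2.32. In treated retina neutrophil genes were at 2.72 without young library 1. The sex-linked gene Ddx3y was at 0.385 CPM or less in retina and 0.904 CPM or less in RPE/choroid.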
